# Liraglutide protects cardiac function in diabetic rats through the PPARα pathway

**DOI:** 10.1042/BSR20180059

**Published:** 2018-03-16

**Authors:** Qian Zhang, Xinhua Xiao, Jia Zheng, Ming Li, Miao Yu, Fan Ping, Tong Wang, Xiaojing Wang

**Keywords:** cardiac function, Diabetes, glucagon-like peptide-1 analogue, PPAR

## Abstract

Increasing evidence shows that diabetes causes cardiac dysfunction. We hypothesized that a glucagon-like peptide-1 (GLP-1) analog, liraglutide, would attenuate cardiac dysfunction in diabetic rats. A total of 24 Sprague–Dawley (SD) rats were divided into two groups fed either a normal diet (normal, *n*=6) or a high-fat diet (HFD, *n*=18) for 4 weeks. Then, the HFD rats were injected with streptozotocin (STZ) to create a diabetic rat model. Diabetic rats were divided into three subgroups receiving vehicle (diabetic, *n*=6), a low dose of liraglutide (Llirag, 0.2 mg/kg/day, *n*=6), or a high dose of liraglutide (Hlirag, 0.4 mg/kg/day, *n*=6). Metabolic parameters, systolic blood pressure (SBP), heart rate (HR), left ventricular (LV) function, and whole genome expression of the heart were determined. Diabetic rats developed insulin resistance, increased blood lipid levels and oxidative stress, and impaired LV function, serum adiponectin, nitric oxide (NO). Liraglutide improved insulin resistance, serum adiponectin, NO, HR, and LV function and reduced blood triglyceride (TG), total cholesterol (TC) levels, and oxidative stress. Moreover, liraglutide increased heart nuclear receptor subfamily 1, group H, member 3 (*Nr1h3*), peroxisome proliferator activated receptor (*Ppar*) *α (Pparα)*, and *Srebp* expression and reduced diacylglycerol O-acyltransferase 1 (*Dgat*) and angiopoietin-like 3 (*Angptl3*) expression. Liraglutide prevented cardiac dysfunction by activating the PPARα pathway to inhibit *Dgat* expression and oxidative stress in diabetic rats.

## Introduction

Diabetes is a worldwide public health problem that has prevalence greater than 5.71% in adults [1]. Chronic hyperglycemia leads to a high risk of cardiovascular events [2]. Cardiovascular disease is a leading cause of morbidity and mortality worldwide. Diabetic cardiomyopathy (DCM) is defined as cardiac hypertrophy that is independent of hypertension and coronary artery disease (CAD). The three main risk factors of DCM are insulin resistance, hyperinsulinemia, and hyperglycemia. To date, some cellular and molecular defects, including impaired insulin signaling, hyperglycemia, glucotoxicity, cardiac lipotoxity, mitochondrial dysfunction, oxidative stress, endoplasmic reticulum (ER) stress, and cardiomyocyte apoptosis, have been reported as primary causes of DCM pathogenesis [3,4]. Treatments providing glycemic control and cardiovascular protection are important to improve the health of people all over the world [5].

Glucagon-like peptide-1 (GLP-1) is secreted from L-cells in the gut. In addition, to controlling blood glucose levels, GLP-1 also reduces gastric emptying and inhibits appetite. However, GLP-1 can be digested quickly by dipeptidyl peptidase-4 (DPP-4). In clinical practice, the GLP-1 receptor (GLP-1R) agonist liraglutide was effective at controlling blood glucose levels. In addition to pancreatic α and β cells, GLP-1Rs are also found in the heart. More and more clinical trials and animal experiments have shown evidence of the protective cardiac effects of liraglutide, independent of its effects on blood glucose levels. Short-term liraglutide treatment mildly improves left ventricular ejection fraction (LVEF) in ST-segment elevation myocardial infarction patients [6]. In type 1 diabetic rats, liraglutide inhibits cardiac steatosis, oxidative stress, and apoptosis through activating the activated protein kinase (AMPK)-sirtuin 1 (Sirt1) pathway [7]. However, the exact mechanism of the beneficial effects of liraglutide on cardiac tissue in diabetic rats remains to be elucidated.

Therefore, the present study aimed to investigate whether liraglutide has protective cardiac effects and its underlying mechanism in type 2 diabetic rats. We employed a global microarray analysis combined with bioinformatics to explore key genes and pathways affected by liraglutide in cardiac tissue from diabetic rats.

## Materials and methods

### Animal treatments and diets

Five-week-old male Sprague–Dawley (SD) rats, provided by the Institute of Laboratory Animal Science, Chinese Academy of Medical Sciences and Peking Union Medical College (Beijing, China, SCXK-2014-0013), were maintained in a pathogen-free environment with a 12-h light/dark cycle and free access to food and water. Animal experiments followed the Guide for the Care and Use of Laboratory Animals published by the U.S. National Institutes of Health (NIH publication number 85-23, revised 1996) and were approved by the Animal Care Committee of the Peking Union Medical Hospital Animal Ethics Committee (Project XHDW-2015-0051, 15 February 2015). After acclimatization, the rats were randomly divided into four groups (*n*=6 for each group): control, diabetic, low-dose liraglutide (Llirag), and high-dose liraglutide (Hlirag) groups. The control group was fed a standard rodent diet (kcal%: 10% fat, 20% protein, and 70% carbohydrate; 3.85 kcal/g); the other three groups were fed a high-fat diet (HFD) (kcal%: 45% fat, 20% protein, and 35% carbohydrate; 4.73 kcal/g, Research Diet, New Brunswick, NJ, U.S.A.). After 4 weeks of HFD feeding, diabetes was induced in the rats by streptozotocin (STZ, 30 mg/kg) injection. Fasting blood glucose levels higher than 11.1 mmol/l were considered standard for the diabetic model. Then, 0.2 or 0.4 mg/kg/day liraglutide (i.h.) was administered to the Llirag and Hlirag groups, respectively. Control and diabetic groups were injected with the same volume of normal saline. Body weights and fasting blood glucose levels (Bayer Contour TS glucometer, Hamburg, Germany) were recorded monthly. After 12 weeks of treatment, an oral glucose tolerance test, in which 20% glucose was gavaged at a dose of 2 g/kg, was performed after 10 h of fasting. Tail vein blood glucose levels at 0, 30, 60, and 120 min were measured. At the end of the study, all rats were fasted for 10 h and anesthetized with ketamine (100 mg/kg i.p., Pharmacia and Upjohn Ltd, Crawley, U.K.), then blood samples were collected from the abdominal aorta. Finally, the rats were killed by decapitation. Cardiac tissue was quickly collected, frozen in liquid nitrogen, and stored at −80°C for gene microarray analysis.

### Metabolic profile analysis

Triglyceride (TG), total cholesterol (TC), high-density lipoprotein (HDL), and low-density lipoprotein (LDL) levels were measured by an enzyme end point method (Roche Diagnostics, GmbH, Mannheim, Germany). Fasting serum adiponectin and insulin levels were determined by enzyme-linked immunosorbent assay (Millipore, Billerica, MA, U.S.A.). Homeostasis model assessment of insulin resistance (HOMA-IR) scores was calculated using the following formula: FBG (mmol/l) × fasting insulin (μIU/ml)/22.5.

### Serum nitric oxide and antioxidant markers

Serum nitric oxide (NO) and GSH/GSSG levels were determined using Fluorometric Assay Kit (Cayman Chemical, Ann Arbor, MI, U.S.A.) and Thiol Green Indicator fluorometric method (Abcam, Cambridge, MA, U.S.A.), respectively.

### Tail cuff systolic blood pressure and heart rate measurements

Systolic blood pressure (SBP) and heart rate (HR) were measured by tail-cuff plethysmography (BP98A, Softron, Tokyo, Japan). After prewarming at 25°C for at least 5 min, the first five cycles were used as acclimatization cycles. After that, the mean blood pressure was recorded for the next five consecutive cycles.

### Left ventricle function measurement by echocardiography

Rats were anesthetized by inhaling 1% isoflurane with 99% O_2_. During anesthesia, left ventricle (LV) diameter was determined using a Vevo 2100 Ultrasound System (Visual Sonics, Toronto, Ontario, Canada). Fractional shortening (FS) was calculated as follow: FS% = (LVEDD – LVESD)/LVEDD × 100, where LVEDD and LVESD are the LV end-diastolic diameter and the LV end-systolic diameter, respectively [8]. Increased FS indicated better LV contractile function [9].

### RNA extraction and gene microarray hybridization

Total RNA was extracted from cardiac tissue by using a mirVana™ RNA Isolation Kit (Ambion, Sao Paulo, SP, Brazil). Total RNA was transcribed into double-stranded cDNA and then synthesized into double-stranded cRNA. The second cycle cRNA was then labeled with biotin. The biotinylated cRNA was purified, fragmented, and hybridized to an Affymetrix GeneChip Rat Gene 2.0 ST whole transcript-based array (Affymetrix Technologies, Santa Clara, CA, U.S.A.). After washing and staining, the microarrays were scanned using an Affymetrix Scanner 3000 7G (Santa Clara, CA, U.S.A.).

### Microarray bioinformatics analysis

Expression Console Software (version 1.4.1, Affymetrix, Santa Clara, CA, U.S.A.) was used to analyze the microarray signals. Differentially expressed genes were defined as having a fold change >1.5 and *P*-value <0.05 (one-way ANOVA). The raw microarray data have been submitted to the Gene Expression Omnibus (GEO) repository (GSE102194). The enrichment analysis of differentially expressed genes was performed by gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis with Database for Annotation, Visualization, and Integrated Discovery (DAVID) software (http://david.abcc.ncifcrf.gov/) [10]. The gene interaction network was drawn using String software (http://string-db.org/) [11].

### Real-time PCR

Total RNA was extracted from cardiac tissue. Reverse transcription products were tested by real-time PCR. The primers are listed in Table 1. Real-time PCR was performed on an ABI Prism 7500 Real-Time PCR System (Applied Biosystems, Foster City, CA, U.S.A.). The cycling conditions were 95°C for 10 min, followed by 40 cycles of 95°C for 15 s, and 60°C for 30 s. β-actin was used as an internal control. Samples were run in triplicate. The 2^−ΔΔ*C*^_t_ method was used to calculate the relative expression levels.

**Table 1:** Oligonucleotide sequences for qPCR analysis

Gene symbol	Genbank ID	Forward primer	Reverse primer	Product size (bp)
*Angptl3*	NM_001025065	AAAGGGTTTTGGGAGGCTTGA	CCCAAAAGCGCTATGGTCTC	117
*Dgat1*	NM_053437	GAACCGCTTCTTCCAAGGGA	AGAACTCCAGGCCCAGGTTA	177
*Dgat2*	NM_001012345	ACCTACCTCGGATCTCGACC	CTGATCCATGCCCCAGCC	105
*Ephx2*	NM_022936	CGTTCGACCTTGACGGAGTG	CTGGAAAGCGCCAAGTAGGA	107
*Nr1h3*	NM_031627	GAGTCATCCGAGCCTACAGC	AAGAATCCCTTGCAGCCCTC	191
*Pparα*	NM_013196	ATTGGCGTTCGCAGCTGTTT	CTCGTGTGCCCTCCCTCAAG	102
*Srebf1*	NM_001276707	CCATGGACGAGCTACCCTTC	GGCATCAAATAGGCCAGGGA	149
*β-actin*	NM_031144	ACTCTGTGTGGATTGGTGGC	CGCAGCTCAGTAACAGTCCG	140

Abbreviations: *Angptl3*, angiopoietin-like 3; *Dgat1*, diacylglycerol O-acyltransferase 1; *Dgat2*, diacylglycerol O-acyltransferase 2; *Ephx2*, epoxide hydrolase 2; *Nr1h3* (LXRα), nuclear receptor subfamily 1, group H, member 3; *Pparα*, peroxisome proliferator activated receptor α, *Srebf1*, sterol regulatory element binding transcription factor 1.

### Statistical analysis

GraphPad Prism software (version 5.0, San Diego, CA, U.S.A.) was used for statistical analyses. All values are shown as the mean ± S.D. Group data were analyzed using one-way ANOVA followed by Student’s *t* test. *P*<0.05 was considered to be statistically significant.

## Results

### Effect of liraglutide on body weight, serum lipid profile, blood glucose, adiponectin, and serum fasting insulin levels

Liraglutide significantly reduced the body weights of diabetic rats (*P*<0.05, Figure 1A). In addition, liraglutide dose dependently reduced fasting blood glucose levels and blood glucose and area under the curve (AUC) values for oral glucose tolerance tests ( OGTTs, *P*<0.01, Figure 1B–D). The rats that underwent 12-week liraglutide treatment had lower TC (*P*<0.01, Figure 1E) and LDL-c levels (*P*<0.05, Figure 1H). Only the high dose of liraglutide reduced serum TG levels and increased serum adiponectin level in diabetic rats (*P*<0.01, Figure 1F,I). Compared with diabetic rats, liraglutide-treated rats had lower serum fasting insulin levels and HOMA-IR scores (*P*<0.01, Figure 1J,K).

**Figure 1:**
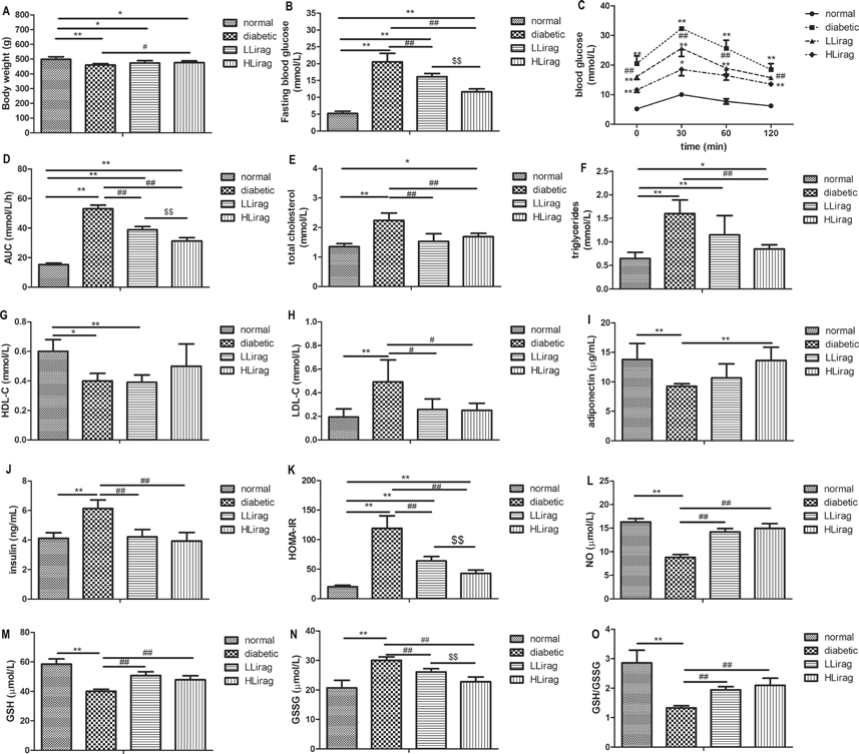
Effect of liraglutide on metabolic indexes in diabetic rats. (**A**) Body weight, (**B**) fasting blood glucose, (**C**) blood glucose in OGTT, (**D**) AUC in OGTT, (**E**) TC, (**F**) TG, (**G**) HDL, (**H**) LDL, (**I**) adiponectin, (**J**) fasting insulin, (**K**) HOMA-IR, (**L**) NO, (**M**) GSH, (**N**) GSSG, and (**O**) GSH/GSSG. Values are mean ± S.D. (*n*=6), *P<0.05, **P<0.01 compared with normal group; ^#^*P*<0.05, ^##^*P*<0.01 compared with diabetic group; ^$$^*P*<0.01 compared with Llirag group.

### Effect of liraglutide on serum NO and antioxidant markers

Serum NO, GSH level, and GSH/GSSG ratio in diabetic rats were lower than control rats (*P*<0.01, Figure 1L,M,O). Liraglutide treatment moderated this decrease (*P*<0.01, Figure 1L,M,O). Serum GSSG level in diabetic group was higher than control rats (*P*<0.01, Figure 1N). Liraglutide reduced serum GSSG level dose independently (*P*<0.01, Figure 1N).

### Effect of liraglutide on cardiac function

SBP, HR, LVEDD, and LVESD levels in the diabetic group were significantly increased (*P*<0.01, Figure 2A–D). However, diabetic rats had lower %FS values than normal control rats (*P*<0.01, Figure 2E). Liraglutide treatment decreased SBP, HR, LVEDD, and LVESD levels and increased % FS values (*P*<0.01, Figure 2A–E). These results suggest that liraglutide moderated LV dysfunction and decreased blood pressure and HRs.

**Figure 2:**
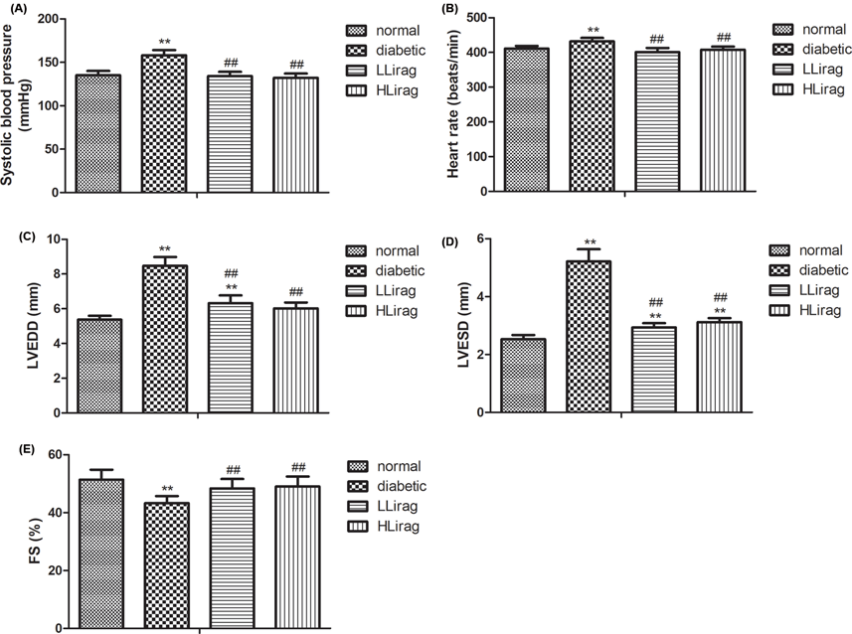
Effect of liraglutide on cardiac function in diabetic rats. (**A**) SBP, (**B**) HR, (**C**) LVEDD, (**D**) LVESD, and (**E**) FS. *n*=6. **P<0.01 compared with control; ^##^*P*<0.01 compared with diabetic.

### Microarray data analysis of Hlirag and diabetic groups

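RNA from diabetic rats, which the paper describes as taken from cardiac tissue, was hybridized to 6 Affymetrix Rat Gene 2.0 ST arrays, 3 of the Hlirag group and 3 of the diabetic group. Whether all samples hold mainly heart muscle stays open, as the marker levels below show. The paper describes male Sprague–Dawley rats, 5 weeks old at the start, that received a high-fat diet for 4 weeks, streptozotocin at 30 mg/kg, a toxin of insulin-producing cells, and then saline or 0.4 mg/kg/day of liraglutide, an agonist of the GLP-1 receptor, for 12 weeks. The sample labels give an age of 17 weeks and cardiac muscle as the tissue, while their titles begin with arota, close in spelling to aorta, and their free-text descriptions speak of fat tissue from a different experiment, so the samples were mapped by the paper. The study had 6 rats per group. No source used here says whether each array holds the RNA of a separate rat, so p-values measure only the spread between these samples, which may be technical. The authors scanned the arrays and processed the signals with Expression Console 1.4.1, and the paper's text does not name the summarisation or the normalization. The deposited values lie on the log2 scale, as their range shows, with 1 value per probe set and array. Their median over the 36685 probe sets was 4.96, 5.11 and 5.39 on Hlirag replicates 1 to 3 and 4.94, 4.98 and 5.12 on diabetic replicates 1 to 3, so how the arrays were centred stays unknown.

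Of the probe sets, 18511 carried 1 gene symbol, 575 carried several and 17599 were not named. The brightest probe set with a single symbol stood for each of 18166 genes. limma compared Hlirag with diabetic on the deposited values, without further normalization or filter, and the study's criterion (unadjusted p under 0.05 and a fold change over 1.5) was applied to each gene. The paper took its P from a one-way ANOVA, called the methods' test below. Where that test is not named, the criterion uses the p of limma. A log2 fold change is Hlirag minus diabetic throughout. The tests, 50 gene lists and the rule for the genes to be named were set before the data were examined. Several lists cover pathways that the paper already reports from these same arrays, among them oxidative phosphorylation, fatty acid oxidation and branched-chain amino acid breakdown. Their tests are therefore not independent evidence for those pathways. The 95th percentile of 68 olfactory receptor genes, which heart tissue should hardly express, was 5.60 and served as the background level. Where a group's mean lies below it, a log2 fold change is at most a bound and is also given with values below the level raised to it, a setting chosen after seeing the data. The number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1. Array quality weights, an alternative setting named below, did not converge. They gave diabetic replicate 1 a weight of 9.20 and the other arrays 0.27 to 0.93. That setting therefore rests mostly on diabetic replicate 1 for its group and does not show which arrays are poor. Gene values had an SD of 1.52 on Hlirag replicate 3 and of 1.84 to 1.98 on the other arrays. The olfactory receptor genes had a median level of 4.41 on Hlirag replicate 3 and of 3.27 to 3.72 on the other arrays. Their median log2 fold change was 0.29, with 54 of 68 above 0. Dim genes can thus lie higher in Hlirag without a signal, and 1 background level served all arrays.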

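Among the genes with the largest difference and no overlap of the groups, Nr4a1, an orphan nuclear receptor of the immediate early response, was higher in Hlirag by a log2 fold change of 2.65 (SE 0.47), and Cox8b, a subunit of cytochrome c oxidase, by 2.00 (SE 0.63). Trem3, Tmem79, Slc27a2, Letmd1, Cib2 and Slc25a35 had log2 fold changes of 1.82, 1.63, 1.53, 1.43, 1.43 and 1.35. Lower in Hlirag were Syt1, the calcium sensor of synaptic vesicles, with -3.48 (SE 1.16), and Fitm1, Reg3g, Stmn2 and Eef1a2 with -3.20, -3.17, -2.90 and -2.54, then Usp13, Cd24, Tmem38a and Filip1l with -2.26, -2.25, -2.20 and -2.10. The group mean lay below the background level in diabetic for Tmem79 and Slc27a2 (1.54 and 1.29 raised to it) and in Hlirag for Syt1, Fitm1, Reg3g, Stmn2, Eef1a2, Usp13, Tmem38a and Filip1l (raised to it, -2.75, -2.32, -2.63, -2.27, -2.34, -1.40, -1.93 and -1.53). Of these genes, Nr4a1, Trem3, Tmem79, Slc27a2, Letmd1, Slc25a35, Syt1, Reg3g, Eef1a2, Usp13 and Cd24 met the criterion with each array left out. Cib2 missed it without Hlirag replicate 2. Cox8b missed it without Hlirag replicate 2 or 3. Tmem38a missed it without Hlirag replicate 1, 2 or 3 or diabetic replicate 1. Fitm1 missed it without Hlirag replicate 2 or 3 or diabetic replicate 1 or 2. Stmn2 and Filip1l missed it without Hlirag replicate 1, 2 or 3 or diabetic replicate 1 or 2. Settings other than left-out arrays ended calls of Cox8b, Cib2, Slc25a35, Syt1, Fitm1, Reg3g, Stmn2, Eef1a2, Usp13, Cd24, Tmem38a, Filip1l and Snap25 by the methods' test, and Cox8b, Slc25a35 and Filip1l with array quality weights, and Filip1l with all probe sets. In all, 687 of 18166 genes met the study's criterion by limma, 294 higher and 393 lower in Hlirag, against 236 by the paper's one-way ANOVA. Of the 687 genes 197, 139 of these higher, lay below the background level. Every gene named in these passages had an adjusted p of 0.780 or more. With the values quantile normalized the split was 383 higher and 316 lower, and with each array centred on its median 410 higher and 340 lower.

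The groups also differed in genes of other cell types. The list of 11 skeletal muscle markers holds Pvalb and also Ckm, which heart muscle expresses too. Of these 11, 7 were lower at the study's criterion and none was higher (0 adjusted over the list alone, median log2 fold change -3.61, adjusted p = 2.86e-08 from camera, adjusted p = 0.652 with an estimated correlation). These markers were high on diabetic replicates 1 and 2 and low on diabetic replicate 3. The lower skeletal muscle genes numbered 0 without diabetic replicate 1 and 1 without Hlirag replicate 2 or 3 or diabetic replicate 2. Without diabetic replicate 3 the median was -5.77, and without both replicates 1 and 2, a comparison chosen after seeing the data, it was -0.09 (adjusted p = 0.470). The median level of these markers lay below the background level on every Hlirag array and on diabetic replicate 3, so these medians are bounds. Raised to that level they were -2.83 with all arrays, -4.24 without diabetic replicate 3 and 0.00 without replicates 1 and 2. Markers of the conduction system and nerves, among them Snap25 with a log2 fold change of -3.47, had a median of -0.75 (3 of 16 lower, 0 adjusted over the list alone, adjusted p = 6.38e-05, adjusted p = 0.652 with an estimated correlation), of -0.43 without diabetic replicate 2 and of -0.05 (adjusted p = 0.373) without both diabetic replicates 1 and 2, and its lower genes numbered 1 without Hlirag replicate 1 or 2 and 8 without diabetic replicate 3. Its median level, too, lay below the background level on those 4 arrays, and its median raised to that level was -0.37. Of 17 ventricular cardiomyocyte markers 3 were lower at the study's criterion (median -0.29, adjusted p = 0.0781, adjusted p = 0.669 with an estimated correlation), and their median level lay below the background level on Hlirag replicates 2 and 3 and diabetic replicate 3 (median raised to it -0.38). The ventricular list passed without Hlirag replicate 1 (median -0.77, adjusted p = 0.0256), without diabetic replicate 2 (median -0.72, adjusted p = 0.0107) and without diabetic replicate 3 (median -0.55, adjusted p = 0.00360), its median was above 0 without Hlirag replicate 2 (0.04), Hlirag replicate 3 (0.01) or diabetic replicate 1 (0.05), and the adjusted p was 0.0232 with quantile normalization, 0.0462 with median centring, 0.00364 with array quality weights and 0.0257 with all probe sets. All 14 smooth muscle markers lay above the background level on each array.

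No gene passed an adjusted p under 0.05 in limma, where 752 genes had an unadjusted p under 0.05, or in the methods' test, where 690 had, both fewer than the 908 expected by chance. By the methods' test 236 genes met the criterion, 147 higher and 89 lower, and the groups did not overlap in 2018 genes (11.1%, where chance gives 10%). The limma count moved to 2018 without Hlirag replicate 1, 226 without Hlirag replicate 2, 350 without Hlirag replicate 3, 343 without diabetic replicate 1, 370 without diabetic replicate 2, 1062 without diabetic replicate 3 and 286 without both diabetic replicates 1 and 2.

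**Figure D1:**
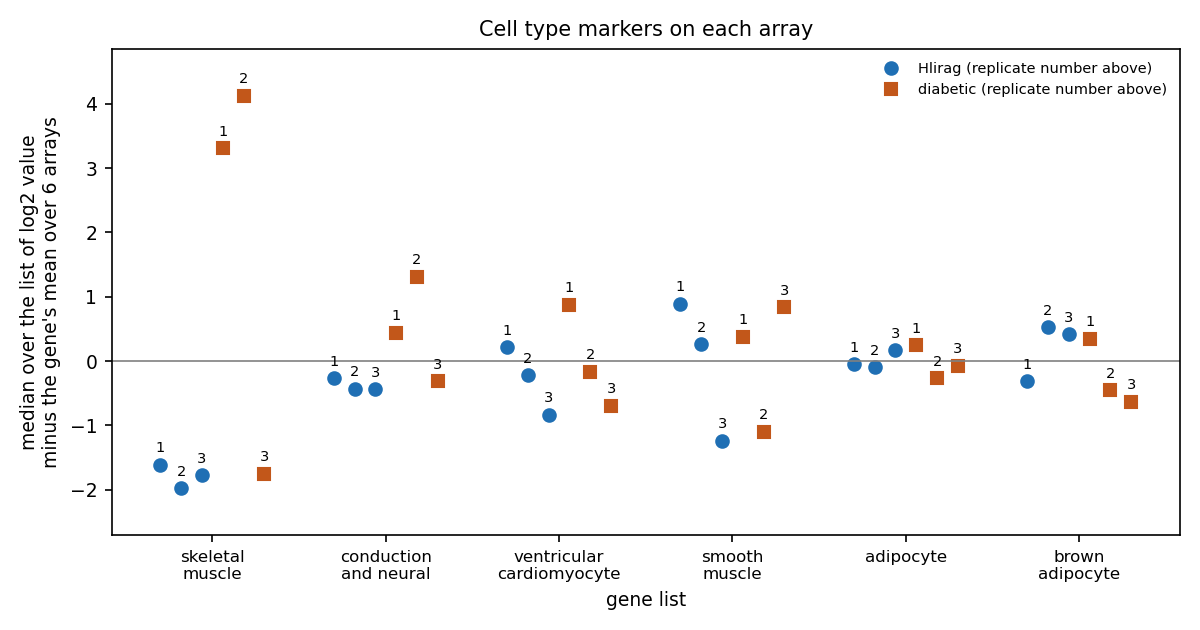
Median over each marker list (horizontal axis) of the log2 value minus the gene's mean over the 6 arrays (vertical axis), with 1 point per array, circles for Hlirag, squares for diabetic and the replicate number above. Skeletal muscle markers stand at 3.31 and 4.13 on diabetic replicates 1 and 2 and between -1.98 and -1.61 on the other arrays, where their median level lay below the background level, and adipocyte markers between -0.27 and 0.25 on every array.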

A total of 269 differentially expressed genes were screened out from Hlirag group (fold change >1.5, *P*<0.05); these included 166 up-regulated genes and 105 down-regulated genes. The differentially expressed genes were enriched in 11 pathways (*P*<0.001, Table 2). 

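Of 28 genes measured that break down branched-chain amino acids and propionate, 9 were higher and 1 was lower at the study's criterion (0 adjusted over the list alone), with a median log2 fold change of 0.41 (adjusted p = 9.96e-08 from camera, adjusted p = 0.652 with an estimated correlation). Bckdhb, a subunit of the enzyme that commits branched-chain keto acids to oxidation, had a log2 fold change of 0.85 (SE 0.25), and Acss3, a short-chain acyl-CoA synthetase of mitochondria, 0.83 (SE 0.23). In the ketone body list, Acat1, which makes and splits acetoacetyl-CoA, was higher (0.78, SE 0.30) and Slc16a6, a transporter of ketone bodies, lower at the criterion with both group means below the background level. With 3 of 7 genes at the criterion the list was enriched among such genes (adjusted p = 0.00595, Fisher's exact test, which counts genes as independent). Camera, which tests for 1 direction, gave an adjusted p of 0.996 (median 0.00). Bckdhb and Acss3 met the criterion with each array left out. Slc16a6 missed it without Hlirag replicate 3. Acat1 missed it without Hlirag replicate 2 or 3 or diabetic replicate 3. Calls also ended for Acat1 and Slc16a6 by the methods' test, and Acss3 and Acat1 with array quality weights. The count of higher branched-chain genes was 4 without Hlirag replicate 2 and 5 without Hlirag replicate 3 or diabetic replicate 3, and the list's median was 0.24 without Hlirag replicate 2. Ucp1 and Cidea, genes of brown fat cells, which are rich in mitochondria, were also higher at the criterion, among 9 brown adipocyte markers whose list did not pass with an estimated correlation (adjusted p = 0.652).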

The top five pathways were cardiac muscle contraction, non-alcoholic fatty liver disease (NAFLD), oxidative phosphorylation, metabolic pathways, metabolic pathways, and Alzheimer’s disease. 

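Lists of the respiratory chain and of the TCA cycle had median log2 fold changes above 0 and passed camera at the preset correlation, but none passed with an estimated correlation (adjusted p = 0.652, and 0.669 for ATP synthase). Of 33 genes of complex I, the entry of NADH electrons, 5 were higher at the study's criterion and none was lower (median log2 fold change 0.53). Of 13 genes of complexes II and III 7 were higher and none lower (median 0.74), for example Uqcrc2, a core subunit of complex III, with 0.74 (SE 0.28), and Sdhb, the iron-sulfur subunit of succinate dehydrogenase, with 0.93 (SE 0.36). Of 12 genes of complex IV 7 were higher and none lower (median 0.66), among them Cox7b with 0.86 and Cox7c with 0.60. Of 13 genes of ATP synthase 3 were higher, such as Atp5mf with 0.84, and 1 lower, Atp5mc3 with -1.36. In the TCA cycle 7 of 22 genes were higher and none lower (median 0.69).

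The list tests of camera gave an adjusted p = 1.03e-09 for complex I, 1.29e-08 for complexes II and III, 8.13e-06 for complex IV, 0.0380 for ATP synthase and 7.89e-11 for the TCA cycle, and 0 genes of each list passed when adjusted over the list alone. Of 113 genes in these lists and in fatty acid β-oxidation, joined after the lists' results were seen, 37 were higher at the criterion, against 5 without Hlirag replicate 2, 8 without diabetic replicate 3 and 59 without Hlirag replicate 1. List by list, the higher genes numbered 1 without Hlirag replicate 2 or diabetic replicate 3, 3 without diabetic replicate 1 and 10 without Hlirag replicate 1 in complex I; 1 without Hlirag replicate 2 or diabetic replicate 3, 3 without diabetic replicate 1 and 4 without Hlirag replicate 3 in complexes II and III; 0 without Hlirag replicate 2 and 3 without diabetic replicate 2 or 3 in complex IV; 0 without Hlirag replicate 2 or diabetic replicate 3, 1 without diabetic replicate 2 and 5 without Hlirag replicate 1 in ATP synthase; and 1 without Hlirag replicate 2 or diabetic replicate 3, 4 without Hlirag replicate 3 and 16 without Hlirag replicate 1 in the TCA cycle. Cox7c missed the criterion without Hlirag replicate 2 or diabetic replicate 1 or 3. Cox7b missed it without Hlirag replicate 2 or diabetic replicate 2 or 3. Uqcrc2 and Sdhb missed it without Hlirag replicate 2 or 3 or diabetic replicate 1 or 3. Atp5mf missed it without Hlirag replicate 2 or 3 or diabetic replicate 2 or 3. Atp5mc3 missed it without Hlirag replicate 2 or 3 or diabetic replicate 1, 2 or 3. The criterion was also missed by Uqcrc2, Sdhb, Atp5mf and Atp5mc3 by the methods' test, and Cox7c, Cox7b, Uqcrc2, Sdhb, Atp5mf and Atp5mc3 with array quality weights, and Atp5mc3 with all probe sets. The complex I median was 0.30 and 0.27 without Hlirag replicate 2 and diabetic replicate 3, and the ATP synthase test gave adjusted p = 0.135, 0.184 and 0.457 without Hlirag replicate 1, Hlirag replicate 2 and diabetic replicate 3, and an adjusted p of 0.117 with array quality weights and 0.0824 with all probe sets.

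Brown adipocyte markers, genes of fat cells rich in mitochondria, were higher in Hlirag too. Of 9 measured 2 were higher at the criterion (0 adjusted over the list alone, median 0.39, adjusted p = 0.0380, adjusted p = 0.652 with an estimated correlation), Cidea with 0.72 and Ucp1, the uncoupling protein of brown fat, with 3.40 (SE 1.01). Array by array they did not always follow the mitochondrial genes: on diabetic replicates 1 and 2 the mean of 6 brown markers, each minus its mean over the arrays, was 0.38 and -0.83 and Ucp1 10.92 and 7.35, while the median of the 113 genes, centred alike, was -0.14 and -0.13, and Ucp1 on Hlirag replicate 1 (10.75) lay below diabetic replicate 1. With values below the background level raised to it the list's median was 0.27, and 0.00 when diabetic replicate 3 was left out as well and 0.99 without diabetic replicates 1 and 2. The brown adipocyte test gave adjusted p = 0.200, 0.0686, 0.0518 and 0.357 without Hlirag replicates 2 and 3 and diabetic replicates 2 and 3, and the median was 0.64 and 0.75 without Hlirag replicate 1 and diabetic replicate 1. The list's adjusted p was 0.0653 with quantile normalization, 0.930 with array quality weights and 0.0794 with all probe sets. Ucp1 met the criterion with each array left out. Cidea missed it without Hlirag replicate 2 or 3 or diabetic replicate 2 or 3. In other settings Ucp1 missed it by the methods' test and with array quality weights (log2 fold change 1.26), and Cidea by the methods' test, with quantile normalization, an intensity trend or array quality weights.

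**Figure D2:**
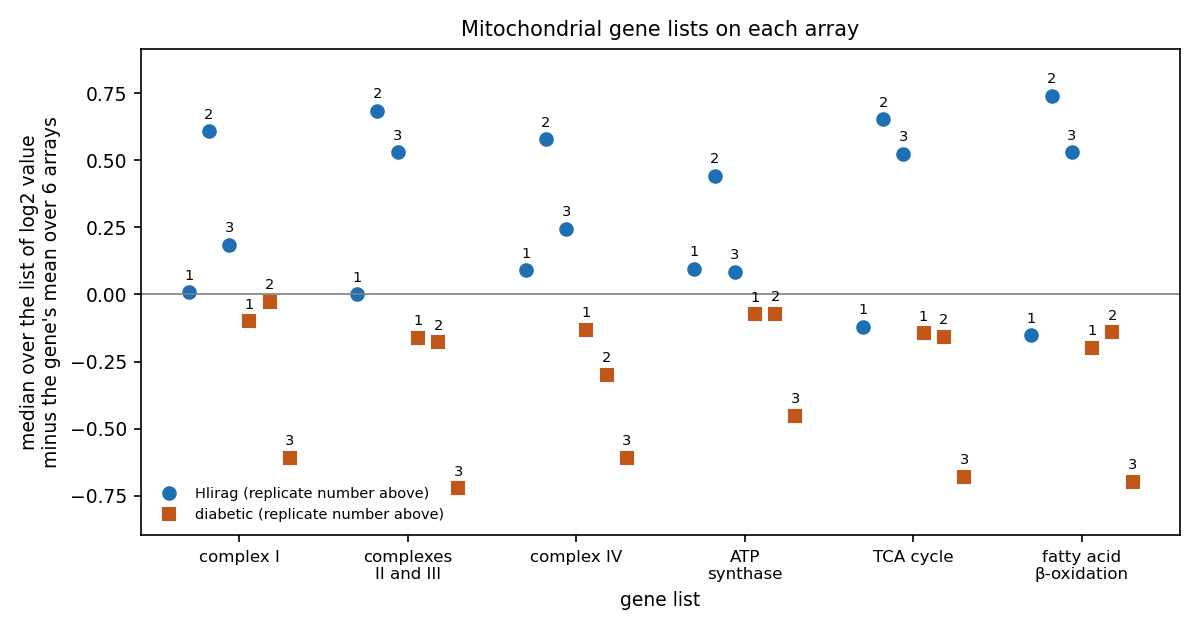
Median over each mitochondrial gene list (horizontal axis) of the log2 value minus the gene's mean over the 6 arrays (vertical axis), with 1 point per array, circles for Hlirag, squares for diabetic and the replicate number above. Hlirag replicate 2 is highest (0.44 to 0.74) and diabetic replicate 3 lowest (-0.72 to -0.45) in each list, while Hlirag replicate 1 lies between -0.15 and 0.10.

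Genes of contraction and calcium handling were lower as a group. Of 25 measured, 7 were lower at the criterion and none was higher (0 adjusted over the list alone, median -0.66, adjusted p = 5.26e-07, adjusted p = 0.652 with an estimated correlation). Atp2a2, the calcium pump of the sarcoplasmic reticulum, had a log2 fold change of -0.96 (SE 0.38), Atp1b1, a subunit of the sodium pump, -1.49 (SE 0.53), and Myh7, the slow myosin heavy chain of heart and slow skeletal muscle, was lower with a Hlirag mean below the background level (-2.65 raised to it). The skeletal muscle markers, high on diabetic replicates 1 and 2 alone, moved the same way. Without those replicates the contraction median was -0.44 (adjusted p = 0.146), and it was -1.28 without Hlirag replicate 1, -0.23 without Hlirag replicate 3 and -1.07 without diabetic replicate 3. The number of lower contraction genes was 1 without Hlirag replicate 3 or diabetic replicate 2, 2 without Hlirag replicate 2 and 3 without diabetic replicate 1. Atp1b1 missed the criterion without Hlirag replicate 3 or diabetic replicate 2. Atp2a2 missed it without Hlirag replicate 2 or 3 or diabetic replicate 1 or 2. Myh7 missed it without Hlirag replicate 1, 2 or 3 or diabetic replicate 1 or 2. Further losses were Atp2a2, Atp1b1 and Myh7 by the methods' test, and Atp2a2 and Atp1b1 with array quality weights.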

The significant biological processes (BPs) in the GO categories are listed in Table 3 (*P*<0.01). 

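Fatty acid β-oxidation genes were higher in Hlirag as a group. Of 24 measured, 11 were higher and 1 was lower at the study's criterion (0 adjusted over the list alone), with a median log2 fold change of 0.81 (adjusted p = 1.77e-08 from camera, adjusted p = 0.652 with an estimated correlation). Etfa and Etfb, the subunits of the flavoprotein that takes electrons from acyl-CoA dehydrogenases, had log2 fold changes of 1.21 (SE 0.36) and 1.02 (SE 0.32). In the peroxisomal list 3 of 19 genes were higher and 2 lower (0 adjusted over the list alone, median 0.24, adjusted p = 0.0245, adjusted p = 0.652 with an estimated correlation). Acot8, a peroxisomal thioesterase, had 0.70 (0.43 raised to the background level, below which the diabetic mean lay), while Abcd2, a peroxisomal importer of very long-chain acyl-CoA, was lower at the criterion.

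Of 20 cholesterol synthesis genes, Tmem97, a regulator of cholesterol transport, was higher (0.76, SE 0.27) and Srebf2, the transcription factor of the pathway, lower (-0.70, SE 0.23), and the list had a median of -0.26 and an adjusted p of 0.205 from camera. It passed without diabetic replicate 3, with a median of -0.43 and an adjusted p of 0.0355. Its median shrank to -0.05 without diabetic replicate 2 (adjusted p = 0.798) and to -0.14 without Hlirag replicate 3 (adjusted p = 0.473). Of 19 circadian clock genes 5 were higher and 2 lower at the criterion (0 adjusted over the list alone). Per3, a period gene, Nr1d1, a repressor in the clock's feedback loop, and Tef, an activator of clock output, were higher (1.00, SE 0.28; 1.00, SE 0.29; 0.76, SE 0.24), and Nfil3, a repressor that binds the promoter elements Tef binds, was lower (-1.11, SE 0.27). Clock genes were enriched among genes at the criterion (adjusted p = 2.39e-05, Fisher's exact test, which counts genes as independent). Camera, which tests for 1 direction, gave an adjusted p of 0.837 (median -0.21, mean -0.02). The clock median was 0.09 without diabetic replicate 2, and -0.008 with values below the background level raised to it.

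The higher β-oxidation genes numbered 2 without Hlirag replicate 2 or diabetic replicate 3 and 7 without Hlirag replicate 3, the higher peroxisomal genes 1 without Hlirag replicate 2 or diabetic replicate 1 or 2 and the higher clock genes 3 without diabetic replicate 3, and the peroxisomal test gave adjusted p = 0.267 without Hlirag replicate 2 and 0.117 without diabetic replicate 3, with an adjusted p of 0.0520 with array quality weights and 0.0713 with all probe sets. Among the genes named here, Etfa, Per3, Nr1d1 and Nfil3 met the criterion with each array left out. Tef missed it without diabetic replicate 3. Etfb missed it without Hlirag replicate 2 or diabetic replicate 3. Srebf2 missed it without Hlirag replicate 2 or 3 or diabetic replicate 3. Acot8 and Tmem97 missed it without Hlirag replicate 2 or diabetic replicate 1 or 2. Abcd2 missed it without Hlirag replicate 2 or 3 or diabetic replicate 1 or 2. Calls under other settings ended for Abcd2 by the methods' test, and Srebf2 with quantile normalization, and Abcd2 and Srebf2 with array quality weights. In the same comparison 2 of the 9 brown adipocyte markers described above were higher at the criterion, and that list did not pass with an estimated correlation (adjusted p = 0.652).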

The top ten BP terms were hydrogen ion transmembrane transport, cholesterol homeostasis, lipid homeostasis, positive regulation of TG biosynthetic process, fatty acid β-oxidation using acyl-CoA dehydrogenase, fatty acid β-oxidation, response to cAMP, very long-chain fatty acid catabolic process, circadian rhythm, and lipid metabolic process.

**Table 2:** The enriched KEGG pathway with differentially expressed genes (*P*<0.001)

Pathway ID	Pathway name	Count	Fold enrichment	*P*-value
rno04932	NAFLD	14	6.003	4.39 × 10^−7^
rno04260	Cardiac muscle contraction	10	8.905	1.42 × 10^−6^
rno01100	Metabolic pathways	39	2.095	4.16 × 10^−6^
rno00190	Oxidative phosphorylation	12	5.7889	5.79 × 10^−6^
rno05012	Parkinson’s disease	12	5.484	9.74 × 10^−6^
rno05010	Alzheimer’s disease	13	4.961	9.80 × 10^−6^
rno00640	Propanoate metabolism	6	14.885	4.09 × 10^−5^
rno01200	Carbon metabolism	10	5.740	5.27 × 10^−5^
rno00280	Valine, leucine, and isoleucine degradation	7	8.840	1.21 × 10^−4^
rno05016	Huntington’s disease	12	4.106	1.41× 10^−4^
rno01130	Biosynthesis of antibiotics	12	3.806	2.73 × 10^−4^

**Table 3:** The enriched GO terms with differentially expressed genes (*P*<0.01)

Term ID	Term name	Count	*P*-value	Fold enrichment	Catalog
GO:1902600	Hydrogen ion transmembrane transport	8	1.221 × 10^−5^	0.0193	BP
GO:0042632	Cholesterol homeostasis	7	0.000124	0.197	BP
GO:0055088	Lipid homeostasis	6	0.000148	0.236	BP
GO:0010867	Positive regulation of triglyceride biosynthetic process	4	0.00105	1.669	BP
GO:0033539	Fatty acid β-oxidation using acyl-CoA dehydrogenase	4	0.00148	2.329	BP
GO:0006635	Fatty acid β-oxidation	5	0.00231	3.616	BP
GO:0051591	Response to cAMP	6	0.00245	3.825	BP
GO:0042760	Very long-chain fatty acid catabolic process	3	0.00296	4.601	BP
GO:0007623	Circadian rhythm	7	0.00361	5.589	BP
GO:0006629	Lipid metabolic process	6	0.00458	7.039	BP
GO:0090181	Regulation of cholesterol metabolic process	3	0.00499	7.647	BP
GO:0043401	Steroid hormone mediated signaling pathway	5	0.00538	8.209	BP
GO:0006631	Fatty acid metabolic process	5	0.00606	9.213	BP
GO:0019217	Regulation of fatty acid metabolic process	3	0.00619	9.399	BP
GO:2000188	Regulation of cholesterol homeostasis	3	0.00619	9.399	BP
GO:0030522	Intracellular receptor signaling pathway	4	0.00737	11.085	BP
GO:0019432	Triglyceride biosynthetic process	3	0.00894	13.296	BP
GO:0006366	Transcription from RNA polymerase II promoter	12	0.00976	14.419	BP
GO:0005739	Mitochondrion	43	1.503 × 10^−6^	2.199	Cellular components
GO:0005743	Mitochondrial inner membrane	13	0.000465	3.403	Cellular components
GO:0005777	Peroxisome	8	0.000731	5.373	Cellular components
GO:0005746	Mitochondrial respiratory chain	3	0.00620	24.584	Cellular components
GO:0004129	Cytochrome *c* oxidase activity	6	4.237 × 10^−5^	15.081	Molecular function
GO:0003700	Transcription factor activity, sequence-specific DNA binding	22	0.000415	2.359	Molecular function
GO:0001077	Transcriptional activator activity, RNA polymerase II core promoter proximal region sequence-specific binding	11	0.00127	3.483	Molecular function
GO:0000978	RNA polymerase II core promoter proximal region sequence-specific DNA binding	12	0.00397	2.789	Molecular function
GO:0043565	Sequence-specific DNA binding	16	0.00479	2.265	Molecular function
GO:0009055	Electron carrier activity	5	0.00505	7.181	Molecular function
GO:0003707	Steroid hormone receptor activity	5	0.00505	7.181	Molecular function
GO:0004879	RNA polymerase II transcription factor activity, ligand-activated sequence-specific DNA binding	4	0.00912	9.192	Molecular function
GO:0046982	Protein heterodimerization activity	15	0.00946	2.170	Molecular function
GO:0044212	Transcription regulatory region DNA binding	9	0.00950	3.054	Molecular function

All the 271 differentially expressed genes were mapped using String online software. The results showed that there were 253 interactions with a total of 256 joint edges (Figure 3). Twenty-one nodes had more than ten joint edges. These nodes involved 137 joint edges. These 21 genes are listed in Table 4. The top ten genes were citrate synthase (*Cs*), ubiquinol-cytochrome *c* reductase core protein I (*Uqcrc1*), acyl-CoA dehydrogenase, very long chain (*Acadv1*), 3-oxoacid CoA transferase 1 (*Oxct1*), NADH dehydrogenase (ubiquinone) flavoprotein 1 (*Ndufv1*), succinate-CoA ligase, alpha subunit (*Suclg1*), enoyl CoA hydratase, short chain, 1, mitochondrial (*Echs1*), acyl-CoA dehydrogenase, C2–C3 short chain (*Acads*), and branched chain ketoacid dehydrogenase E1, α-polypeptide (*Bckdha*).

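The genes of Table 4 encode enzymes and subunits of the TCA cycle, the respiratory chain, fatty acid oxidation and branched-chain amino acid breakdown. All 20 measured genes were higher in Hlirag at the study's criterion, with log2 fold changes from 0.59 to 1.31. Sucla2, a subunit of succinyl-CoA synthetase, had the largest log2 fold change, 1.31 (SE 0.38), and Atp5f1b, the catalytic subunit of ATP synthase, the smallest (SE 0.24). Cs, which condenses acetyl-CoA and oxaloacetate into citrate, had 0.80 (SE 0.27), Ndufv1, the NADH-binding subunit of complex I, 1.09 (SE 0.34), Uqcrc1, a core subunit of complex III, 0.91 (SE 0.28), and Uqcrq, another subunit of that complex, 1.03 (SE 0.28). In fatty acid oxidation, Acadvl, the first enzyme for very long chains, had 0.87 (SE 0.29) and Echs1, the enoyl-CoA hydratase, 0.95 (SE 0.25). Oxct1, which starts the use of ketone bodies, had 0.95 and Suclg1, another succinyl-CoA synthetase subunit, 0.61.

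Decr2 was measured only by probe sets that several genes share and was not analysed here. Every Hlirag array lay above every diabetic array in each of the 20 genes, and all passed when adjusted over the list alone, but the study chose these genes on the same arrays, so the count is not independent evidence of their direction. The number at the criterion was 5 without Hlirag replicate 2, 13 without diabetic replicate 1, 13 without diabetic replicate 2, 7 without diabetic replicate 3 and 8 without both diabetic replicates 1 and 2, 6 with array quality weights and 16 with an intensity trend. Ucp1 and Cidea, the brown adipocyte genes, were higher in the same comparison.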

**Figure 3:**
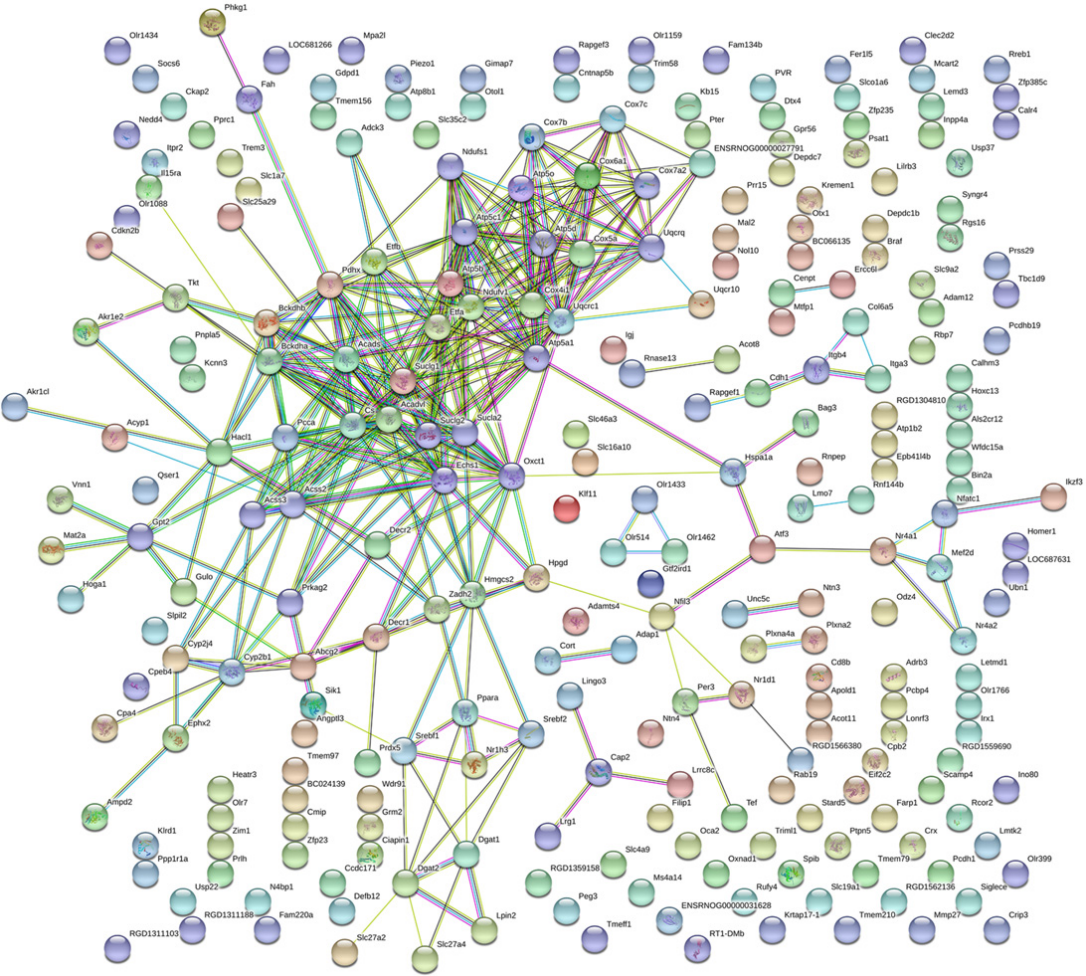
Protein–protein interaction network in Hlirag group compared with diabetic group The nods stand for differentially expressed genes in Hlirag group compared with diabetic group. The lines stand for the interactions between two proteins.

**Table 4:** A list of genes with connective degree more than ten in the String network

Gene accession	Gene symbol	Gene name	Degree
NM_130755	*Cs*	Citrate synthase	20
NM_001004250	*Uqcrc1*	Ubiquinol-cytochrome *c* reductase core protein I	18
NM_012891	*Acadvl*	Acyl-CoA dehydrogenase, very long chain	17
NM_001127580	*Oxct1*	3-Oxoacid CoA transferase 1	16
NM_001006972	*Ndufv1*	NADH dehydrogenase (ubiquinone) flavoprotein 1	15
NM_053752	*Suclg1*	Succinate-CoA ligase, alpha subunit	15
NM_078623	*Echs1*	Enoyl CoA hydratase, short chain, 1, mitochondrial	14
NM_022512	*Acads*	Acyl-CoA dehydrogenase, C-2 to C-3 short chain	13
NM_012782	*Bckdha*	Branched chain ketoacid dehydrogenase E1, α-polypeptide	13
NM_134364	*Atp5b*	ATP synthase, H^+^ transporting, mitochondrial F1 complex, β-polypeptide	12
NM_017202	*Cox4i1*	Cytochrome *c* oxidase subunit IV isoform 1	12
NM_145783	*Cox5a*	Cytochrome *c* oxidase, subunit Va	12
NM_001107793	*Acss2*	Acyl-CoA synthetase short-chain family member 2	11
NM_138883	*Atp5o*	ATP synthase, H^+^ transporting, mitochondrial F1 complex, O subunit	11
ENSRNOT00000077826	*Decr2*	2,4-Dienoyl CoA reductase 2, peroxisomal	11
NM_001044242	*Pdhx*	Pyruvate dehydrogenase complex, component X	11
NM_001108387	*Sucla2*	Succinate-CoA ligase, ADP-forming, β-subunit	11
NM_001025134	*Uqcrq*	Ubiquinol-cytochrome *c* reductase, complex III subunit VII	11
NM_019267	*Bckdhb*	Branched chain keto acid dehydrogenase E1, β-polypeptide	10
NM_012814	*Cox6a1*	Cytochrome *c* oxidase, subunit VIa, polypeptide 1	10
NM_053493	*Hacl1*	2-Hydroxyacyl-CoA lyase 1	10

### Confirmation by quantitative Polymerase Chain Reaction (qPCR)

To validate the microarray results, we analyzed the mRNA expression levels of representative gene by using qPCR. As shown in Figure 4, the relative mRNA levels of LXRα, nuclear receptor subfamily 1, group H, member 3 (*Nr1h3*), sterol regulatory element binding transcription factor 1 (*Srebf1*) and peroxisome proliferator activated receptor α (*PPARα*) in the Hlirag group were significantly higher, whereas the mRNA levels of angiopoietin-like 3 (*Angptl3*), diacylglycerol O-acyltransferase 1 (*Dgat1*), diacylglycerol O-acyltransferase 2 (*Dgat2*), and epoxide hydrolase 2 (*Ephx2*) were lower than those in diabetic rat group (*P*<0.01). These outcomes were consistent with the microarray results.

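On the arrays, 4 of the 6 genes analysed here differed at the study's criterion: Ppara and Srebf1 were higher and Dgat2 and Ephx2 lower in Hlirag. Dgat1 and Nr1h3 did not pass. Ppara, a nuclear receptor of fatty acid oxidation, had a log2 value of 9.91 ± 0.97 in Hlirag and 7.35 ± 0.63 in diabetic (SD, n = 3 arrays each, as for the other genes). Srebf1, a transcription factor of lipid synthesis, had 8.68 ± 0.31 in Hlirag and 7.24 ± 0.17 in diabetic. Nr1h3, the oxysterol receptor LXRα, had 8.35 ± 0.15 in Hlirag and 8.27 ± 0.34 in diabetic. Dgat1 and Dgat2 encode enzymes of the last step of triglyceride synthesis, with 8.69 ± 0.49 in Hlirag and 8.20 ± 0.44 in diabetic for Dgat1 and 9.23 ± 0.23 in Hlirag and 10.52 ± 0.63 in diabetic for Dgat2. Ephx2, the soluble epoxide hydrolase, had 5.66 ± 0.76 in Hlirag and 7.18 ± 0.43 in diabetic.

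The groups did not overlap in Ppara, Srebf1, Dgat2 and Ephx2 (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow), and overlapped in Dgat1 (p = 0.4) and Nr1h3 (p = 0.7). After adjustment over all 18166 genes none of the 6 passed (limma, lowest adjusted p = 0.780), and 4 passed when adjusted over the list alone, which the study chose on these samples and which is not independent evidence.

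**Figure D3:**
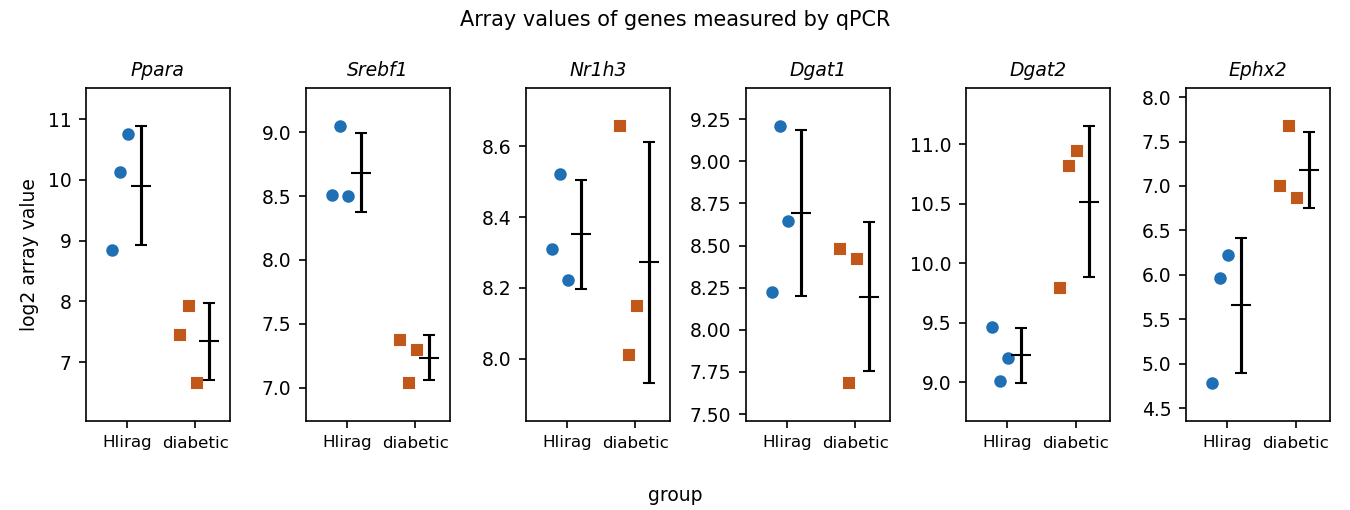
Log2 array values (vertical axis, a separate scale for each gene) of the 6 genes in Hlirag (circles) and diabetic (squares), with 1 point per array and bars for the mean and SD. All Hlirag points lie above all diabetic points for Ppara and Srebf1 and below them for Dgat2 and Ephx2, and the groups overlap for Dgat1 and Nr1h3.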

**Figure 4:**
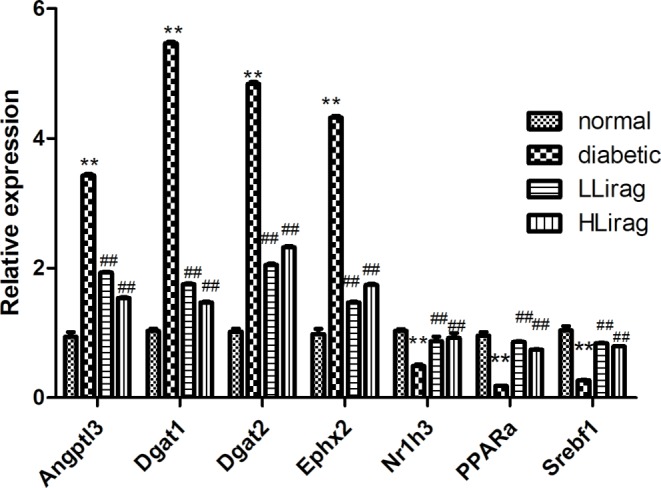
Confirmation of five representative differentially expressed genes by qPCR Values are mean ± S.D. (*n*=6), **P<0.01 compared with normal group; ^##^*P*<0.01 compared with diabetic group.

## Discussion

In the present study, as expected, liraglutide reduced blood glucose levels and moderated insulin resistance in diabetic rats. Moreover, we found that liraglutide reduced the body weights in diabetic rats. Liraglutide-treated rats also had lower TC and LDL-c levels and higher adiponectin levels. Clinical trials proved that liraglutide was effective at reducing blood glucose levels and body weights [12–14]. Liraglutide at 3.0 mg/day has been approved by the U.S. Food and Drug Administration (FDA) for treating obesity since 2014. In human studies, liraglutide treatment at 3.0 mg for 56 weeks decreased insulin resistance [15]. In addition, liraglutide treatment dose dependently increased plasma adiponectin in Chinese type 2 diabetes [16].

Regarding cardiac function, we found that liraglutide reduced SBP, HR, LVEDD, and LVESD levels, increased %FS values and serum NO levels in diabetic rats. These results indicate the beneficial effects of liraglutide on cardiac function. HFD-fed mice have cardiac ceramide accumulation. One week of liraglutide treatment improved cardiac ER homeostasis and cardiac function [17]. A clinical trial revealed that liraglutide reduced LVEF in patients with heart failure (HF) [18]. Interestingly, liraglutide reduced both systolic and diastolic blood pressure in hypertensive mice through the atrial natriuretic peptide (ANP) axis [19]. In a meta-analysis of 16 randomized controlled trials, GLP-1 receptor agonists (exenatide and liraglutide) reduced systolic pressure (SBP) and diastole pressure (DBP) by 1–5 mmHg compared with other antidiabetic drugs in diabetic patients [20]. Reductions in blood pressure were not related to weight loss or hemoglobin A1c (HbA1c) improvement [21].

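Ppara, the nuclear receptor that switches on fatty acid oxidation genes, was higher in Hlirag than in diabetic by a log2 fold change of 2.56 (SE 0.52). Its relatives Ppard and Pparg, the receptor of fat cell formation, had log2 fold changes of -0.04 (SE 0.21) and 0.56 (SE 0.30). The partners Rxra, Rxrb and Rxrg had -0.43 (SE 0.28), 0.11 (SE 0.23) and -0.16 (SE 0.32). Of 25 PPAR and RXR receptors and coregulators, Ppara was higher and Nrip1, a corepressor, lower (-0.76, SE 0.30) at the study's criterion, 1 passed when adjusted over the list alone, and camera gave an adjusted p of 0.996 (median -0.10, mean 0.06).

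Of 35 genes listed as PPARα targets, 8 were higher and 4 lower at the criterion (0 adjusted over the list alone, median 0.08). Acadm, the medium-chain acyl-CoA dehydrogenase, had 1.27 (SE 0.45), Decr1, an auxiliary enzyme for unsaturated fatty acids, 0.83 (SE 0.28), and Plin2, a coat protein of lipid droplets, -0.90 (SE 0.32). These targets were enriched among genes at the criterion (adjusted p = 6.71e-08, Fisher's exact test, which counts genes as independent). Camera gave an adjusted p of 0.190, and of 0.844 with an estimated correlation. At the preset correlation it was 0.0164 without Hlirag replicate 1 (median 0.29) and 0.0257 without diabetic replicate 2 (median 0.16). With dim genes left out it was 1.18e-04, where the targets' median was still 0.08 but the median of all genes was -0.20. Without Hlirag replicate 2 the median was -0.02 and the adjusted p 0.817. Higher targets numbered 0 without Hlirag replicate 2, 1 without diabetic replicate 3, 2 without Hlirag replicate 3 and 13 without Hlirag replicate 1, and Pparg had 0.80 without diabetic replicate 1 and met the criterion there. Ppara met the criterion with each array left out. Decr1 missed it without Hlirag replicate 2 or diabetic replicate 3. Acadm missed it without Hlirag replicate 2 or 3 or diabetic replicate 3. Plin2 missed it without Hlirag replicate 3 or diabetic replicate 1 or 2. Nrip1 missed it without Hlirag replicate 2 or 3 or diabetic replicate 1, 2 or 3. Other settings lost Acadm, Nrip1 and Plin2 by the methods' test, and Nrip1 with quantile normalization, and Acadm with array quality weights. Without Hlirag replicate 3 Rxrg had 0.00, and without diabetic replicate 1 Ppard had 0.07. Ucp1, a brown adipocyte gene, was higher together with Ppara.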

We found that liraglutide increased PPARα expression in the cardiac tissue of diabetic rats. PPARs have three forms: α, γ, and δ. They can bind with retinoid X receptor (RXR) to regulate energy utilization and storage [22]. Recent results implicate PPARs in the regulation of inflammation and atherosclerosis [23]. In the heart, both PPARα and PPARδ can regulate lipid metabolism. In addition to lipid metabolism, PPAR-γ also modulates glucose metabolism [24–26]. Previous studies found that PPAR-α expression is down-regulated in diabetic rat hearts [27–30]. Many studies indicate that oxidative stress increases in diabetic status [31,32] and contributes to inhibition of PPAR-α in cardiomyocytes [33]. Our data also showed that diabetic rats had lower GSH/GSSG ratio, and liraglutide treatment increased serum GSH/GSSG ratio. GSH/GSSG ratio is an important antioxidant biomarker [34].

Interestingly, in our study, liraglutide reduced *Dgat1* and *Dgat2* expression in the hearts of diabetic rats. 

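Dgat2 was lower in Hlirag than in diabetic and Dgat1 did not differ at the study's criterion. The log2 fold change of Dgat2 was -1.29 (SE 0.34), and that of Dgat1 was 0.50 (SE 0.34, 95% interval -0.29 to 1.29). Upstream in triglyceride synthesis, Gpat3 and Gpat4, acyltransferases that start the pathway, had -1.78 (SE 0.51) and 1.08 (SE 0.40), and Lpin2, which makes diacylglycerol, -0.73 (SE 0.26). Of 18 genes of triglyceride synthesis 1 was higher and 3 lower (0 adjusted over the list alone). The list was enriched among genes at the criterion (adjusted p = 0.0125, Fisher's exact test, which counts genes as independent). Camera, which tests for 1 direction, gave an adjusted p of 0.981 (median 0.06, mean -0.05). Dgat2 and Gpat3 met the criterion with each array left out. Gpat4 missed it without Hlirag replicate 2 or 3 or diabetic replicate 2. Lpin2 missed it without Hlirag replicate 2 or diabetic replicate 1 or 3. With array quality weights, which rest mostly on diabetic replicate 1 for its group, Dgat2 had -0.69 and missed the criterion. Calls were also lost for Gpat3 and Gpat4 by the methods' test, Lpin2 with quantile normalization and Gpat4 with array quality weights. The lower genes numbered 5 without Hlirag replicate 1 and the higher 0 without Hlirag replicate 2 or 3 or diabetic replicate 2, 2 without diabetic replicate 1 and 3 without Hlirag replicate 1.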

DGAT has two isoforms: DGAT1 and DGAT2. They are the enzymes that catalyze the final step in the biosynthesis of TG [35]. DGAT is the target gene of PPARα. DGAT2 appears to be a key enzyme that controls TG homeostasis *in vivo* and regulates fatty acid storage [36]. A previous study found that DGAT1 and DGAT2 expression was increased in diabetic rat hearts [37]. Increased DGAT expression generated reactive oxidative stress, and caused myocardial damage in DM cardiomyopathy [38]. Thus, our results indicate that liraglutide reverses oxidative stress generated by diabetic status to increase PPARα expression, leads to reduce the expression of DGAT, and also finally inhibits reactive oxidative stress.

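Few genes of the defence against reactive oxygen differed between Hlirag and diabetic. Of 44 antioxidant and glutathione genes, Prdx5, a peroxiredoxin of mitochondria and peroxisomes, was higher at the study's criterion (0.70, SE 0.26) and none was lower (0 adjusted over the list alone, median -0.05, adjusted p = 0.628 from camera). Nqo1, a quinone reductase, had -0.84 (-0.38 raised to the background level, below which the Hlirag mean lay), Nnt, which makes NADPH in mitochondria, -1.51 (SE 0.70), and Prdx3, a mitochondrial peroxiredoxin, 0.68 (SE 0.32). Of 15 genes of NADPH oxidases and other sources of reactive oxygen none met the criterion (median -0.20, adjusted p = 0.349). In it, Maob, a monoamine oxidase, had -0.70 (SE 0.33), and Cybb, the catalytic subunit of a phagocyte oxidase, -0.65 (SE 0.58). Of 27 genes of endoplasmic reticulum stress none met the criterion (median -0.12, adjusted p = 0.243), for example Ppp1r15a with -0.73 (SE 0.35) and Trib3 with 0.54 (0.38 raised to the background level, with the diabetic mean below it).

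Without Hlirag replicate 1, 3 antioxidant genes were higher and 5 lower, 1 gene of reactive oxygen sources was lower, and the endoplasmic reticulum list had a median of -0.35 (adjusted p = 0.0112); without Hlirag replicate 3 that median was 0.17 (adjusted p = 0.0441), in the opposite direction. Without diabetic replicate 3, 2 antioxidant genes and 1 gene of reactive oxygen sources were lower. The median of the reactive oxygen sources was -0.31 without Hlirag replicate 1 and 0.009 without Hlirag replicate 3. For the antioxidant list these medians were -0.20 and 0.09. Prdx5 missed the criterion without Hlirag replicate 2 or diabetic replicate 1, 2 or 3, while Nqo1 and Nnt met it without Hlirag replicate 1 or diabetic replicate 3, and Prdx3 and Maob without Hlirag replicate 1. Ppp1r15a met it without Hlirag replicate 1 or diabetic replicate 2 and Trib3 without Hlirag replicate 3, and both did without Hlirag replicate 3 and diabetic replicate 2, a comparison chosen after seeing the data. With array quality weights Prdx5 missed it, with quantile normalization Nqo1 and Prdx3 met it, and with dim genes left out the antioxidant list passed (median -0.042, adjusted p = 0.0355), towards higher by its test. From the serum GSH/GSSG ratio, which the paper reports as lower in diabetic rats and raised by liraglutide, the higher Ppara and lower Dgat expression, and earlier reports that oxidative stress represses PPARα and that DGAT generates it, the paper reasons that liraglutide reverses oxidative stress, which raises PPARα, lowers DGAT and in turn inhibits oxidative stress.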

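Srebf1 was higher in Hlirag than in diabetic, with a log2 fold change of 1.45 (SE 0.25), and met the study's criterion with each array left out. Nr1h3, the receptor LXRα, had a log2 fold change of 0.08 (SE 0.25, 95% interval -0.50 to 0.66). Of 17 LXR target genes Srebf1 alone was higher at the criterion and none was lower (1 adjusted over the list alone, median 0.08, adjusted p = 0.227 from camera). Mylip, which tags the LDL receptor for breakdown, had 0.62 (SE 0.27), and Abcg5, a sterol exporter, lay below the background level in both groups. Of 15 fatty acid synthesis genes, Srebf1 and Acss2, which makes acetyl-CoA from acetate, were higher and none was lower (1 adjusted over the list alone, median 0.46, adjusted p = 0.0214, adjusted p = 0.652 with an estimated correlation). Acss2 had 0.95 (SE 0.30), Thrsp, a regulator of lipogenesis, 0.56 (SE 0.25) and Pnpla3, a lipid droplet protein, 1.15 (0.93 raised to the background level, below which the diabetic mean lay).

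The fatty acid synthesis test gave an adjusted p of 0.102 without Hlirag replicate 2 and of 0.400 without diabetic replicate 3, with a median of 0.23 there and of 0.28 without Hlirag replicate 3, and 0.115 with array quality weights and 0.0654 with all probe sets. The LXR target test passed without Hlirag replicate 3 (median 0.20, adjusted p = 0.0108), and its adjusted p was 0.0389 with quantile normalization (median 0.14). With dim genes left out its adjusted p was 0.0181, towards higher by its test although the median was -0.09, since the median of all genes there was -0.20. The list's median was also below 0 without Hlirag replicate 2 (-0.006), diabetic replicate 1 (-0.06) and diabetic replicate 2 (-0.04). Mylip met the criterion without Hlirag replicate 3; other settings added Mylip and Thrsp with quantile normalization, and Mylip and Thrsp with median centring, and Mylip with array quality weights. Nr1h3 had -0.01 without Hlirag replicate 2 and -0.05 without diabetic replicate 2, both below 0. Acss2 missed the criterion without Hlirag replicate 2 or diabetic replicate 3; Abcg5 and Pnpla3 met it without Hlirag replicate 1 and Thrsp without diabetic replicate 1, and Acss2 missed it with array quality weights. Higher fatty acid synthesis genes numbered 1 without Hlirag replicate 2 or diabetic replicate 3 and 6 without Hlirag replicate 1, and higher LXR targets 2 without Hlirag replicate 3 or diabetic replicate 3 and 3 without Hlirag replicate 1.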

Our research found that liraglutide increased *Nr1h3* (LXRα) and *Srebf1* expression in diabetic rat hearts. LXRs have important role in the regulation of cholesterol and fatty acid metabolism. It forms heterodimer with RXR [39]. *Srebf* is directly induced by LXRs through an RXR/LXR-binding site on the *Srebf* gene promoter [40,41]. SREBF is a transcription factor that regulates lipogenic enzymes by binding to sterol response elements [42]. Thus, our data supports that liraglutide treatment activates cardiac LXRα and *Srebf1* expression in diabetic rats.

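Ephx2, the soluble epoxide hydrolase that breaks down epoxyeicosatrienoic acids, was lower in Hlirag than in diabetic by a log2 fold change of -1.52 (SE 0.42). Of 22 genes that make or break down these and related lipid mediators, 4 were lower at the study's criterion and none was higher. Besides Ephx2 these were Cyp2j4, of the epoxygenase family that makes them, with -0.96 (SE 0.29), Cyp2b1, another cytochrome P450, with -1.40, and Hpgd, which inactivates prostaglandins, with -1.71. The list was enriched among genes at the criterion (adjusted p = 0.0233, Fisher's exact test, which counts genes as independent). However, 0 of its genes passed when adjusted over the list alone, and camera gave an adjusted p of 0.429 (median 0.02, mean -0.12). Of the 22 genes 12 lay below the background level, as did the Hlirag means of Cyp2b1 and Hpgd. Raised to it, the log2 fold changes were -0.39 and -0.65, and -1.25 for Ephx2, which lay below it on 1 Hlirag array. Ephx2, Cyp2j4, Cyp2b1 and Hpgd met the criterion with each array left out, and higher genes of the list numbered 1 without Hlirag replicate 1 or 3 and 3 without diabetic replicate 3. Ephx2 missed it without both diabetic replicates 1 and 2 (-1.21).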

We also found that liraglutide reduced *Ephx2* expression in diabetic rat hearts. Soluble epoxide hydrolase (sEH) is an *Ephx2* gene product. Arachidonic acid (AA) can be transferred to epoxyeicosatrienoic acids (EETs) by cytochrome P-450 (CYP) epoxygenases. EETs are signaling molecules that regulate blood pressure [43–47], inflammation [44,45,47,48], and glucose homeostasis [49,50]. However, EETs have a short half-life and may be metabolized by sEH into dihydroxyeicosatrienoic acids (DHETs) with relatively weak activity. Hearts in sEH null mice had improved post-ischemic recovery of Lv developed pressure (LVDP), reduced infarct size after ischemia and reperfusion [51], and reduced survival after cardiac arrest and cardiopulmonary resuscitation [52]. Therefore, sEH is a promising target for treating cardiovascular disease. sEH inhibitors have been indicated as beneficial treatments in animal models of high blood pressure [43,44,46], inflammation [44,48,53], myocardial injury [44,54–56], ischemia–reperfusion [57,58], pathological cardiac hypertrophy [44], and insulin resistance [49,50] and have been shown to protect heart structure and function [59]. Our study provided evidence that as a sEH ingibitor, liraglutide can preserve cardiac function.

We also found that liraglutide reduced *Angptl3* expression in diabetic rat hearts. Lipoprotein lipase (LPL) metabolized TG into free fatty acids (FFAs). LPL overexpression is correlated with reduced plasma TG levels and decreased cardiovascular risks [60]. However, LPL null models have severe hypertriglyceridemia [60]. The angiopoietin-like protein (ANGPTL) family is a key regulator of LPL [61,62]. ANGPTL3 is an endogenous inhibitor of LPL. Rare loss-of-function variants for ANGPTL3 have been associated with decreased TG levels as well as decreased low-density lipoprotein-cholesterol (LDL-c) and high-density lipoprotein-cholesterol (HDL-c) levels in family and general population studies in humans [62–70]. In addition, these subjects demonstrate an absence of coronary atherosclerotic plaques [71]. Another human population study showed that plasma ANGPTL3 levels were increased in myocardial infarction patients [71]. Heterozygous carries of ANGPTL3 loss-of-function mutations had a 34% reduction in CAD risk [71]. *Angptl3* deletion was also reported to reduce the development of atherosclerosis in apolipoprotein E (apoE)-deficient mice [72]. Recently, a human monoclonal antibody against Angptl3 in dyslipidemic mice and against ANGPTL3 in healthy human subjects with elevated levels of TGs or LDL-c significantly reduced serum TG, HDL-c, and LDL-c levels and decreased the odds of atherosclerotic cardiovascular disease [73]. Another research group showed that treating mice and human subjects with antisense oligonucleotides targeting Angptl3 messenger RNA reduced atherogenic lipoproteins and retarded the progression of atherosclerosis [74].

## Conclusion

In conclusion, liraglutide prevents cardiac dysfunction by activating cardiac PPARα to inhibit *Dgat* expression and oxidative stress in diabetic rats (Figure 5). The present study provides a potential mechanism for the protective cardiac effects of a GLP-1 analog in a model of diabetes.

**Figure 5:**
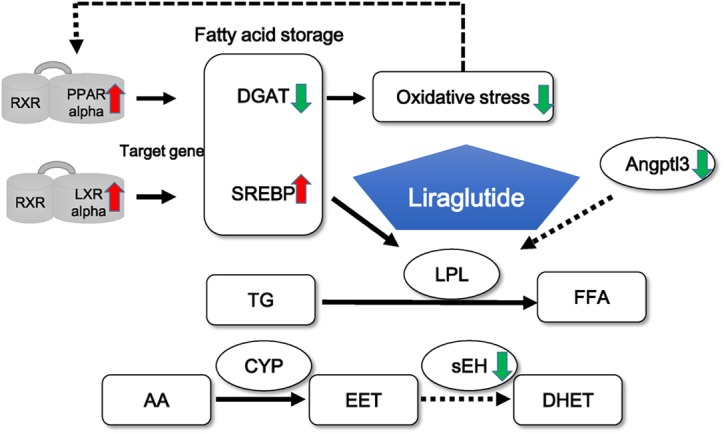
Liraglutide activates PPARα, which binds to RXR Then PPARα inhibits its target gene, *DGAT* to inhibit oxidative stress. Liraglutide also activates *Nr1h3* and SREBP and inhibits Angptl3 to activate LPL, leading the production of FFAs. Moreover, liraglutide inhibits sEH expression to increase EET.

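Lpl, the lipoprotein lipase that frees fatty acids from circulating triglycerides, had a log2 fold change of 0.28 between Hlirag and diabetic (SE 0.29, 95% interval -0.39 to 0.94), a difference that did not pass the study's criterion. Of 22 genes of lipoprotein lipase and lipolysis, Plin2 was lower at the criterion and none was higher (0 adjusted over the list alone, median 0.08, adjusted p = 0.792 from camera). Slc27a1, a fatty acid transporter, had -0.82 (SE 0.38), G0s2, an inhibitor of triglyceride lipase, 0.67 (SE 0.32), and Plin5, a droplet protein of oxidative tissues, 0.82 (SE 0.41). Plin2 missed the criterion without Hlirag replicate 3 or diabetic replicate 1 or 2, and Lpl missed it with each array left out; Slc27a1 met it without Hlirag replicate 2, G0s2 without Hlirag replicate 1 or diabetic replicate 1 and Plin5 without Hlirag replicate 1. Plin2 missed it by the methods' test, and Slc27a1 met it with quantile normalization or array quality weights.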

## Abbreviations

ANGPTL3: angiopoietin-like 3
AMPK: activated protein kinase
apoE: apolipoprotein E
AUC: area uncer the curve
BP: biological process
CAD: coronary artery disease
DBP: diastole pressure
DCM: diabetic cardiomyopathy
DGAT: diacylglycerol O-acyltransferase
EET: epoxyeicosatrienoic acid
ER: endoplasmic reticulum
FS: fractional shortening
GLP-1: glucagon-like peptide-1
GLP-1R: GLP-1 receptor
GO: gene ontology
HbA1c: hemoglobin A1c
HDL-c: high-density lipoprotein-cholesterol
HFD: high-fat diet
Hlirag: high-dose liraglutide
HOMA-IR: homeostasis model assessment of insulin resistance
HR: heart rate
KEGG: Kyoto Encyclopedia of Genes and Genomes
LDL-c: low-density lipoprotein-cholesterol
Llirag: low-dose liraglutide
LV: left ventricular
LVEDD: LV end-diastolic diameter
LVEF: LV ejection fraction
LVESD: LV end-systolic diameter
OGTT: oral glucose tolerance test
PPAR: peroxisome proliferator activated receptor
qPCR: quantitative polymerase chain reaction
RXR: retinoid X receptor
SBP: systolic blood pressure
sEH: soluble epoxide hydrolase
SBP: systolic pressure
Sirt1: sirtuin 1
STZ: streptozotocin
TC: total cholesterol
TG: triglyceride

## References

[1] OgurtsovaK., da Rocha FernandesJ.D., HuangY., LinnenkampU., GuariguataL., ChoN.H. (2017) IDF Diabetes Atlas: global estimates for the prevalence of diabetes for 2015 and 2040. Diabetes Res. Clin. Pract. 128, 40–50 10.1016/j.diabres.2017.03.024 28437734

[2] CapesS.E., HuntD., MalmbergK. and GersteinH.C. (2000) Stress hyperglycaemia and increased risk of death after myocardial infarction in patients with and without diabetes: a systematic overview. Lancet 355, 773–778 10.1016/S0140-6736(99)08415-9 10711923

[3] JiaG., DeMarcoV.G. and SowersJ.R. (2016) Insulin resistance and hyperinsulinaemia in diabetic cardiomyopathy. Nat. Rev. Endocrinol. 12, 144–153 10.1038/nrendo.2015.216 26678809PMC4753054

[4] JiaG., Whaley-ConnellA. and SowersJ.R. (2017) Diabetic cardiomyopathy: a hyperglycaemia- and insulin-resistance-induced heart disease. Diabetologia, 10.1007/s00125-017-4390-4 28776083PMC5720913

[5] CardilloC. (2013) Drug treatments to restore vascular function and diabesity. Ann. Pharm. Fr. 71, 27–33 10.1016/j.pharma.2012.09.001 23348853

[6] ChenW.R., HuS.Y., ChenY.D., ZhangY., QianG., WangJ. (2015) Effects of liraglutide on left ventricular function in patients with ST-segment elevation myocardial infarction undergoing primary percutaneous coronary intervention. Am. Heart J. 170, 845–854 10.1016/j.ahj.2015.07.014 26542491

[7] InoueT., InoguchiT., SonodaN., HendartoH., MakimuraH., SasakiS. (2015) GLP-1 analog liraglutide protects against cardiac steatosis, oxidative stress and apoptosis in streptozotocin-induced diabetic rats. Atherosclerosis 240, 250–259 10.1016/j.atherosclerosis.2015.03.026 25818251

[8] DerumeauxG., MulderP., RichardV., ChagraouiA., NafehC., BauerF. (2002) Tissue doppler imaging differentiates physiological from pathological pressure-overload left ventricular hypertrophy in rats. Circulation 105, 1602–1608 10.1161/01.CIR.0000012943.91101.D7 11927530

[9] ApaijaiN., PintanaH., ChattipakornS.C. and ChattipakornN. (2012) Cardioprotective effects of metformin and vildagliptin in adult rats with insulin resistance induced by a high-fat diet. Endocrinology 153, 3878–3885 10.1210/en.2012-1262 22621958

[10] DennisG.Jr, ShermanB.T., HosackD.A., YangJ., GaoW., LaneH.C. (2003) DAVID: Database for Annotation, Visualization, and Integrated Discovery. Genome Biol. 4, P3 10.1186/gb-2003-4-5-p3 12734009PMC193660

[11] SzklarczykD., FranceschiniA., WyderS., ForslundK., HellerD., Huerta-CepasJ. (2015) STRING v10: protein–protein interaction networks, integrated over the tree of life. Nucleic Acids Res. 43, D447–D452 10.1093/nar/gku1003 25352553PMC4383874

[12] SunF., ChaiS., LiL., YuK., YangZ., WuS. (2015) Effects of glucagon-like peptide-1 receptor agonists on weight loss in patients with type 2 diabetes: a systematic review and network meta-analysis. J. Diabetes Res. 2015, 157201 10.1155/2015/157201 25688373PMC4320855

[13] HarrisK.B. and McCartyD.J. (2015) Efficacy and tolerability of glucagon-like peptide-1 receptor agonists in patients with type 2 diabetes mellitus. Ther. Adv. Endocrinol. Metab. 6, 3–18 10.1177/2042018814558242 25678952PMC4321868

[14] AmoriR.E., LauJ. and PittasA.G. (2007) Efficacy and safety of incretin therapy in type 2 diabetes: systematic review and meta-analysis. JAMA 298, 194–206 10.1001/jama.298.2.194 17622601

[15] ChristouG.A., KatsikiN. and KiortsisD.N. (2016) The current role of liraglutide in the pharmacotherapy of obesity. Curr. Vasc. Pharmacol. 14, 201–207 10.2174/1570161113666150615111951 26074046

[16] LiD., XuX., ZhangY., ZhuJ., YeL., LeeK.O. (2015) Liraglutide treatment causes upregulation of adiponectin and downregulation of resistin in Chinese type 2 diabetes. Diabetes Res. Clin. Pract. 110, 224–228 10.1016/j.diabres.2015.05.051 26376464

[17] Noyan-AshrafM.H., ShikataniE.A., SchuikiI., MukovozovI., WuJ., LiR.K. (2013) A glucagon-like peptide-1 analog reverses the molecular pathology and cardiac dysfunction of a mouse model of obesity. Circulation 127, 74–85 10.1161/CIRCULATIONAHA.112.091215 23186644

[18] MoberlyS.P., MatherK.J., BerwickZ.C., OwenM.K., GoodwillA.G., CasaliniE.D. (2013) Impaired cardiometabolic responses to glucagon-like peptide 1 in obesity and type 2 diabetes mellitus. Basic Res. Cardiol. 108, 365 10.1007/s00395-013-0365-x 23764734PMC3731771

[19] KimM., PlattM.J., ShibasakiT., QuagginS.E., BackxP.H., SeinoS. (2013) GLP-1 receptor activation and Epac2 link atrial natriuretic peptide secretion to control of blood pressure. Nat. Med. 19, 567–575 10.1038/nm.3128 23542788

[20] WangB., ZhongJ., LinH., ZhaoZ., YanZ., HeH. (2013) Blood pressure-lowering effects of GLP-1 receptor agonists exenatide and liraglutide: a meta-analysis of clinical trials. Diabetes Obes. Metab. 15, 737–749 10.1111/dom.12085 23433305

[21] KatoutM., ZhuH., RutskyJ., ShahP., BrookR.D., ZhongJ. (2014) Effect of GLP-1 mimetics on blood pressure and relationship to weight loss and glycemia lowering: results of a systematic meta-analysis and meta-regression. Am. J. Hypertens. 27, 130–139 10.1093/ajh/hpt196 24263424

[22] ChenL., JiaZ. and YangG. (2014) PPARs and metabolic syndrome. PPAR Res. 2014, 832606 10.1155/2014/832606 24782893PMC3982464

[23] BrownJ.D. and PlutzkyJ. (2007) Peroxisome proliferator-activated receptors as transcriptional nodal points and therapeutic targets. Circulation 115, 518–533 10.1161/CIRCULATIONAHA.104.475673 17261671

[24] FinckB.N. (2007) The PPAR regulatory system in cardiac physiology and disease. Cardiovasc. Res. 73, 269–277 10.1016/j.cardiores.2006.08.023 17010956

[25] YangQ. and LiY. (2007) Roles of PPARs on regulating myocardial energy and lipid homeostasis. J. Mol. Med. (Berl.) 85, 697–706 10.1007/s00109-007-0170-9 17356846

[26] MadrazoJ.A. and KellyD.P. (2008) The PPAR trio: regulators of myocardial energy metabolism in health and disease. J. Mol. Cell Cardiol. 44, 968–975 10.1016/j.yjmcc.2008.03.021 18462747

[27] LeeT.I., KaoY.H., ChenY.C., PanN.H. and ChenY.J. (2010) Oxidative stress and inflammation modulate peroxisome proliferator-activated receptors with regional discrepancy in diabetic heart. Eur. J. Clin. Invest. 40, 692–699 10.1111/j.1365-2362.2010.02318.x 20561028

[28] DepreC., YoungM.E., YingJ., AhujaH.S., HanQ., GarzaN. (2000) Streptozotocin-induced changes in cardiac gene expression in the absence of severe contractile dysfunction. J. Mol. Cell Cardiol. 32, 985–996 10.1006/jmcc.2000.1139 10888252

[29] YoungM.E., PatilS., YingJ., DepreC., AhujaH.S., ShipleyG.L. (2001) Uncoupling protein 3 transcription is regulated by peroxisome proliferator-activated receptor (alpha) in the adult rodent heart. FASEB J. 15, 833–845 10.1096/fj.00-0351com11259402

[30] YuB.C., ChangC.K., OuH.Y., ChengK.C. and ChengJ.T. (2008) Decrease of peroxisome proliferator-activated receptor delta expression in cardiomyopathy of streptozotocin-induced diabetic rats. Cardiovasc. Res. 80, 78–87 10.1093/cvr/cvn172 18573863

[31] CaiL., WangY., ZhouG., ChenT., SongY., LiX. (2006) Attenuation by metallothionein of early cardiac cell death via suppression of mitochondrial oxidative stress results in a prevention of diabetic cardiomyopathy. J. Am. Coll. Cardiol. 48, 1688–1697 10.1016/j.jacc.2006.07.022 17045908

[32] YeG., MetreveliN.S., DonthiR.V., XiaS., XuM., CarlsonE.C. (2004) Catalase protects cardiomyocyte function in models of type 1 and type 2 diabetes. Diabetes 53, 1336–1343 10.2337/diabetes.53.5.1336 15111504

[33] LeeT.I., KaoY.H., ChenY.C. and ChenY.J. (2009) Proinflammatory cytokine and ligands modulate cardiac peroxisome proliferator-activated receptors. Eur. J. Clin. Invest. 39, 23–30 10.1111/j.1365-2362.2008.02062.x 19067734

[34] SentellasS., Morales-IbanezO., ZanuyM. and AlbertiJ.J. (2014) GSSG/GSH ratios in cryopreserved rat and human hepatocytes as a biomarker for drug induced oxidative stress. Toxicol. In Vitro 28, 1006–1015 10.1016/j.tiv.2014.04.017 24809893

[35] ShiY. and ChengD. (2009) Beyond triglyceride synthesis: the dynamic functional roles of MGAT and DGAT enzymes in energy metabolism. Am. J. Physiol. Endocrinol. Metab. 297, E10–E18 10.1152/ajpendo.90949.2008 19116371PMC3735925

[36] StoneS.J., MyersH.M., WatkinsS.M., BrownB.E., FeingoldK.R., EliasP.M. (2004) Lipopenia and skin barrier abnormalities in DGAT2-deficient mice. J. Biol. Chem. 279, 11767–11776 10.1074/jbc.M311000200 14668353

[37] LeeT.I., KaoY.H., TsaiW.C., ChungC.C., ChenY.C. and ChenY.J. (2016) HDAC inhibition modulates cardiac PPARs and fatty acid metabolism in diabetic cardiomyopathy. PPAR Res. 2016, 5938740 10.1155/2016/5938740 27446205PMC4944062

[38] ZhangJ., XueJ., WangH., ZhangY. and XieM. (2011) Osthole improves alcohol-induced fatty liver in mice by reduction of hepatic oxidative stress. Phytother. Res. 25, 638–643 10.1002/ptr.331520981870

[39] JosephS.B. and TontonozP. (2003) LXRs: new therapeutic targets in atherosclerosis? Curr. Opin. Pharmacol. 3, 192–197 10.1016/S1471-4892(03)00009-2 12681243

[40] RepaJ.J., LiangG., OuJ., BashmakovY., LobaccaroJ.M., ShimomuraI. (2000) Regulation of mouse sterol regulatory element-binding protein-1c gene (SREBP-1c) by oxysterol receptors, LXRalpha and LXRbeta. Genes Dev. 14, 2819–2830 10.1101/gad.84490011090130PMC317055

[41] YoshikawaT., ShimanoH., Amemiya-KudoM., YahagiN., HastyA.H., MatsuzakaT. (2001) Identification of liver X receptor-retinoid X receptor as an activator of the sterol regulatory element-binding protein 1c gene promoter. Mol. Cell. Biol. 21, 2991–3000 10.1128/MCB.21.9.2991-3000.2001 11287605PMC86928

[42] BeltowskiJ. (2008) Liver X receptors (LXR) as therapeutic targets in dyslipidemia. Cardiovasc. Ther. 26, 297–316 10.1111/j.1755-5922.2008.00062.x 19035881

[43] ImigJ.D. (2005) Epoxide hydrolase and epoxygenase metabolites as therapeutic targets for renal diseases. Am. J. Physiol. Renal Physiol. 289, F496–F503 10.1152/ajprenal.00350.200416093425

[44] ImigJ.D. and HammockB.D. (2009) Soluble epoxide hydrolase as a therapeutic target for cardiovascular diseases. Nat. Rev. Drug Discov. 8, 794–805 10.1038/nrd287519794443PMC3021468

[45] InceogluB., SchmelzerK.R., MorisseauC., JinksS.L. and HammockB.D. (2007) Soluble epoxide hydrolase inhibition reveals novel biological functions of epoxyeicosatrienoic acids (EETs). Prostaglandins Other Lipid Mediat. 82, 42–49 10.1016/j.prostaglandins.2006.05.00417164131PMC1904338

[46] JiangH., QuilleyJ., DoumadA.B., ZhuA.G., FalckJ.R., HammockB.D. (2011) Increases in plasma trans-EETs and blood pressure reduction in spontaneously hypertensive rats. Am. J. Physiol. Heart Circ. Physiol. 300, H1990–H1996 10.1152/ajpheart.01267.2010 21398593PMC3119086

[47] SpectorA.A., FangX., SnyderG.D. and WeintraubN.L. (2004) Epoxyeicosatrienoic acids (EETs): metabolism and biochemical function. Prog. Lipid Res. 43, 55–90 10.1016/S0163-7827(03)00049-3 14636671

[48] FlemingI. (2007) DiscrEET regulators of homeostasis: epoxyeicosatrienoic acids, cytochrome P450 epoxygenases and vascular inflammation. Trends Pharmacol. Sci. 28, 448–452 10.1016/j.tips.2007.08.002 17764757

[49] LuoP., ChangH.H., ZhouY., ZhangS., HwangS.H., MorisseauC. (2010) Inhibition or deletion of soluble epoxide hydrolase prevents hyperglycemia, promotes insulin secretion, and reduces islet apoptosis. J. Pharmacol. Exp. Ther. 334, 430–438 10.1124/jpet.110.167544 20439437PMC2913776

[50] LuriaA., BettaiebA., XiY., ShiehG.J., LiuH.C., InoueH. (2011) Soluble epoxide hydrolase deficiency alters pancreatic islet size and improves glucose homeostasis in a model of insulin resistance. Proc. Natl. Acad. Sci. U.S.A. 108, 9038–9043 10.1073/pnas.1103482108 21571638PMC3107315

[51] SeubertJ.M., SinalC.J., GravesJ., DeGraffL.M., BradburyJ.A., LeeC.R. (2006) Role of soluble epoxide hydrolase in postischemic recovery of heart contractile function. Circ. Res. 99, 442–450 10.1161/01.RES.0000237390.92932.37 16857962PMC2072806

[52] HutchensM.P., NakanoT., DunlapJ., TraystmanR.J., HurnP.D. and AlkayedN.J. (2008) Soluble epoxide hydrolase gene deletion reduces survival after cardiac arrest and cardiopulmonary resuscitation. Resuscitation 76, 89–94 10.1016/j.resuscitation.2007.06.031 17728042PMC2585367

[53] CampbellW.B., GebremedhinD., PrattP.F. and HarderD.R. (1996) Identification of epoxyeicosatrienoic acids as endothelium-derived hyperpolarizing factors. Circ. Res. 78, 415–423 10.1161/01.RES.78.3.415 8593700

[54] AboutablM.E., ZordokyB.N., HammockB.D. and El-KadiA.O. (2011) Inhibition of soluble epoxide hydrolase confers cardioprotection and prevents cardiac cytochrome P450 induction by benzo(a)pyrene. J. Cardiovasc. Pharmacol. 57, 273–281 10.1097/FJC.0b013e3182055baf 21383588

[55] GrossG.J., GauthierK.M., MooreJ., FalckJ.R., HammockB.D., CampbellW.B. (2008) Effects of the selective EET antagonist, 14,15-EEZE, on cardioprotection produced by exogenous or endogenous EETs in the canine heart. Am. J. Physiol. Heart Circ. Physiol. 294, H2838–H2844 10.1152/ajpheart.00186.2008 18441205PMC2863006

[56] NithipatikomK., MooreJ.M., IsbellM.A., FalckJ.R. and GrossG.J. (2006) Epoxyeicosatrienoic acids in cardioprotection: ischemic versus reperfusion injury. Am. J. Physiol. Heart Circ. Physiol. 291, H537–H542 10.1152/ajpheart.00071.2006 16473964

[57] SeubertJ., YangB., BradburyJ.A., GravesJ., DegraffL.M., GabelS. (2004) Enhanced postischemic functional recovery in CYP2J2 transgenic hearts involves mitochondrial ATP-sensitive K+ channels and p42/p44 MAPK pathway. Circ. Res. 95, 506–514 10.1161/01.RES.0000139436.89654.c8 15256482

[58] SeubertJ.M., ZeldinD.C., NithipatikomK. and GrossG.J. (2007) Role of epoxyeicosatrienoic acids in protecting the myocardium following ischemia/reperfusion injury. Prostaglandins Other Lipid Mediat. 82, 50–59 10.1016/j.prostaglandins.2006.05.01717164132PMC2077836

[59] GuglielminoK., JacksonK., HarrisT.R., VuV., DongH., DutrowG. (2012) Pharmacological inhibition of soluble epoxide hydrolase provides cardioprotection in hyperglycemic rats. Am. J. Physiol. Heart Circ. Physiol. 303, H853–H862 10.1152/ajpheart.00154.2012 22865388PMC3469704

[60] WangH. and EckelR.H. (2009) Lipoprotein lipase: from gene to obesity. Am. J. Physiol. Endocrinol. Metab. 297, E271–E288 10.1152/ajpendo.90920.2008 19318514

[61] DijkW. and KerstenS. (2014) Regulation of lipoprotein lipase by Angptl4. Trends Endocrinol. Metab. 25, 146–155 10.1016/j.tem.2013.12.005 24397894

[62] KerstenS. (2014) Physiological regulation of lipoprotein lipase. Biochim. Biophys. Acta 1841, 919–933 10.1016/j.bbalip.2014.03.013 24721265

[63] RomeoS., YinW., KozlitinaJ., PennacchioL.A., BoerwinkleE., HobbsH.H. (2009) Rare loss-of-function mutations in ANGPTL family members contribute to plasma triglyceride levels in humans. J. Clin. Invest. 119, 70–79, 1907539310.1172/JCI37118PMC2613476

[64] WangY., McNuttM.C., BanfiS., LevinM.G., HollandW.L., GusarovaV. (2015) Hepatic ANGPTL3 regulates adipose tissue energy homeostasis. Proc. Natl. Acad. Sci. U.S.A. 112, 11630–11635 10.1073/pnas.1515374112 26305978PMC4577179

[65] TikkaA. and JauhiainenM. (2016) The role of ANGPTL3 in controlling lipoprotein metabolism. Endocrine 52, 187–193 10.1007/s12020-015-0838-9 26754661PMC4824806

[66] LiuJ., AfrozaH., RaderD.J. and JinW. (2010) Angiopoietin-like protein 3 inhibits lipoprotein lipase activity through enhancing its cleavage by proprotein convertases. J. Biol. Chem. 285, 27561–27570 10.1074/jbc.M110.144279 20581395PMC2934623

[67] ShimamuraM., MatsudaM., YasumoH., OkazakiM., FujimotoK., KonoK. (2007) Angiopoietin-like protein3 regulates plasma HDL cholesterol through suppression of endothelial lipase. Arterioscler. Thromb. Vasc. Biol. 27, 366–372 10.1161/01.ATV.0000252827.51626.89 17110602

[68] MinicocciI., MontaliA., RobciucM.R., QuagliariniF., CensiV., LabbadiaG. (2012) Mutations in the ANGPTL3 gene and familial combined hypolipidemia: a clinical and biochemical characterization. J. Clin. Endocrinol. Metab. 97, E1266–E1275 10.1210/jc.2012-1298 22659251PMC5393441

[69] HelgadottirA., GretarsdottirS., ThorleifssonG., HjartarsonE., SigurdssonA., MagnusdottirA. (2016) Variants with large effects on blood lipids and the role of cholesterol and triglycerides in coronary disease. Nat. Genet. 48, 634–639 10.1038/ng.3561 27135400PMC9136713

[70] MusunuruK., PirruccelloJ.P., DoR., PelosoG.M., GuiducciC., SougnezC. (2010) Exome sequencing, ANGPTL3 mutations, and familial combined hypolipidemia. N. Engl. J. Med. 363, 2220–2227 10.1056/NEJMoa1002926 20942659PMC3008575

[71] StitzielN.O., KheraA.V., WangX., BierhalsA.J., VourakisA.C., SperryA.E. (2017) ANGPTL3 deficiency and protection against coronary artery disease. J. Am. Coll. Cardiol. 69, 2054–2063 10.1016/j.jacc.2017.02.030 28385496PMC5404817

[72] AndoY., ShimizugawaT., TakeshitaS., OnoM., ShimamuraM., KoishiR. (2003) A decreased expression of angiopoietin-like 3 is protective against atherosclerosis in apoE-deficient mice. J. Lipid Res. 44, 1216–1223 10.1194/jlr.M300031-JLR200 12671033

[73] DeweyF.E., GusarovaV., DunbarR.L., O’DushlaineC., SchurmannC., GottesmanO. (2017) Genetic and pharmacologic inactivation of ANGPTL3 and cardiovascular disease. N. Engl. J. Med. 377, 211–221 10.1056/NEJMoa1612790 28538136PMC5800308

[74] GrahamM.J., LeeR.G., BrandtT.A., TaiL.J., FuW., PeraltaR. (2017) Cardiovascular and metabolic effects of ANGPTL3 antisense oligonucleotides. N. Engl. J. Med. 377, 222–232 10.1056/NEJMoa1701329 28538111

How the deposited data were processed for this re-analysis (not part of the article)

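RNA from rats of the Hlirag and diabetic groups, which the paper describes as taken from cardiac tissue, was measured on 6 Affymetrix Rat Gene 2.0 ST arrays, 3 per group. The authors made the log2 values from the scanned arrays with Expression Console 1.4.1 before they were deposited, with 1 value per probe set and array; the summarisation, normalization and centring are not named in the paper's text, and the log2 scale was read from the range of the values. All 36685 probe sets had a value on every array. The array annotation listed 19086 probe sets with a gene, of which 18511 named 1 symbol and 575 several. Gene numbers of 18394 were found in the reference gene table of the rat genome assembly, which served for names only, and no symbol differed.

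The brightest single-symbol probe set stood for each of 18166 genes, and 291 genes had more than 1. limma 3.58.1 in R 4.3.3 compared Hlirag with diabetic (lmFit and eBayes, group as the only term), and p-values were adjusted by Benjamini and Hochberg over all genes. The study's criterion is an unadjusted p under 0.05 with a fold change over 1.5 in either direction. It was applied to the p of limma, and in the methods' test to that of the one-way ANOVA the paper names. Of 50 gene lists of pathways, receptor targets and cell type markers, 46 with at least 5 measured genes were tested with camera at a preset correlation between genes of 0.01, with an estimated correlation beside it, and with Fisher's exact test for genes at the criterion, each adjusted over the lists; olfactory receptor genes and the lists the study chose from its results were left out of the adjustment, and the 3 measured genes of the mitochondrial genome were not tested. Named genes are those the paper names as measured in the heart and analysed here, the 10 genes with the largest log2 fold change in each direction among those at the criterion whose groups do not overlap and whose mean lies above the median gene, and up to 4 genes with the lowest unadjusted p from each list described. Fisher's exact test counts genes as independent. A rotation test (fry) that allows for correlated genes and for changes in both directions was run beside it. Its unadjusted p was 0.195 for the list that holds Ephx2, 0.0701 for ketone bodies, 0.0461 for triglyceride synthesis, 0.0430 for PPARα targets and 0.00300 for clock genes. Tables and figures were drawn with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

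Arrays have no read depth; the 95th percentile of 68 olfactory receptor genes, 5.60, was taken as background, and 8616 genes (47.4%) lay below it. Tested on simulated data of the same size, with 200 changed genes, the limma comparison called 87 of 100 genes with a log2 change of 1 and 96 of 100 with a change of 2 at the criterion. At an adjusted p under 0.05 it called 2 and 53. Of 17966 unchanged genes it called 702 at the criterion and 5 at an adjusted p under 0.05. The simulated genes varied independently and with equal spread on every array, unlike the real ones, so these rates may not hold for the real data. Alternatives were the methods' test of the paper, quantile normalization, median centring, a filter on dim genes, an intensity trend, array quality weights, all probe sets, the mean of a gene's probe sets, the replicate number as a block and leaving out each array; without diabetic replicates 1 and 2, and without Hlirag replicate 3 and diabetic replicate 2, were added after seeing the data, as was raising values below the background level to it, which gives bounds for log2 fold changes and list medians. Genes measured only by probe sets that several genes share, such as Decr2, were left out, and 1 further gene of the paper's qPCR is not reported here.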

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

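The tests of each explanation in this part, the splits of the samples for the gene lists, the 113 genes joined, the comparison without diabetic replicates 1 and 2 and the values raised to the background level were chosen after the result was seen, while the counts at the study's criterion, the tests of single lists and the splits for both counts of genes were planned. The 6 arrays form 10 splits into 3 and 3, too few for a share under 0.05: the real split gave 687 genes at the study's criterion and the highest other 1946 (4 of 10 splits gave as many as the real one), 0 genes at adjusted p under 0.05 by limma against 0 (10 of 10; 752 genes had an unadjusted p under 0.05, where chance gives 908, and the methods' test gave 0 adjusted and 690 unadjusted), and 18 gene lists against 26 (5 of 10). The split with 1946 genes, picked as the largest, sets Hlirag replicate 1 and diabetic replicates 1 and 2 against the others. On those arrays gene values had an SD of 1.96, 1.97 and 1.98 and probe sets a median of 4.96, 4.94 and 4.98. On Hlirag replicates 2 and 3 and diabetic replicate 3 the SD was 1.87, 1.52 and 1.84 and the median 5.11, 5.39 and 5.12. The split thus also follows the range of values on the arrays, and its cause was not tested.

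Genes that the paper does not discuss gave a signal above the olfactory receptor range: 16 of 17 adipocyte markers and 14 of 14 smooth muscle markers on all 6 arrays, but 4 of 17 ventricular cardiomyocyte markers; 9 of these 17 and 7 of the adipocyte markers stand in other lists too, and the median adipocyte marker lay at 10.14 to 10.74 on each array. Probe sets that give no signal are argued against for the ventricular list as a whole, since 10 of its 17 markers range over more than 2 log2 units between arrays. But 4 of the 17 lay above the background level on no array, and for them this stays open. Tissue other than heart muscle in most of the samples stays open: the median ventricular marker lay below the background level on 3 arrays (4.91 on Hlirag replicate 2, 5.00 on Hlirag replicate 3, 4.72 on diabetic replicate 3) and above it on 3 (6.85 on Hlirag replicate 1, 7.52 on diabetic replicate 1, 5.79 on diabetic replicate 2), where the test asked for 4. Of the 17 ventricular markers 12 lay below that level on each of the first 3 arrays, and 7, 4 and 8 on the others. The smooth muscle median ran from 7.91 to 10.20 over the arrays, the labels name cardiac muscle and fat, their titles begin with arota, close in spelling to aorta, and no biological explanation was tested.

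Mitochondrial and fatty acid oxidation genes were higher in Hlirag together with Ucp1, which the paper does not report (log2 fold change 3.40, mean level 11.84 in Hlirag and 8.44 in diabetic). Over the 113 genes the median was 0.60 (adjusted p = 2.10e-22 from camera, adjusted p = 0.627 with an estimated correlation). Compressed values of Hlirag replicate 3 are argued against as the whole cause, since the median without that array was 0.59 (first quartile 0.43). Brown adipocyte share or activity stays open: with the mean of 6 brown adipocyte markers as a covariate the median was 0.33 (quartiles 0.17 to 0.46), 55.2% of its value and within its spread of the bound of 0.30. With all 9 markers it was 0.27. With 1 marker it was 0.18 for Ucp1, 0.32 for Elovl3, 0.49 for Ebf2, 0.51 for Zic1, 0.54 for Dio2 and 0.71 for Lhx8. Of these single markers only Ucp1 took it below the bound. Of the 9 markers 3 stand in other lists. Single arrays went apart: diabetic replicates 1 and 2 had Ucp1 at 10.92 and 7.35 and a mean of the 6 markers, centred on each gene's mean, of 0.38 and -0.83 at mitochondrial medians of -0.14 and -0.13, and Ucp1 on Hlirag replicate 1 was 10.75. An effect of liraglutide on these genes, which the design names, was not separated from it.

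Of 25 contraction genes 7 were lower at the study's criterion in Hlirag, as were 7 of 11 skeletal muscle markers, whose median log2 fold change was -3.61 (-2.83 with values below the background level raised to it), but neither list passed with an estimated correlation (adjusted p = 0.652 for both). Skeletal muscle in diabetic samples 1 and 2 is a candidate explanation: in 4 of these 7 contraction genes, a bare majority, diabetic replicate 3 lay nearer the Hlirag mean than the mean of diabetic replicates 1 and 2 (Atp1b1, Hrc, Myh7 and Trdn, but not Atp1b2, Atp2a2 and Cacna2d1), with Myh7 and Trdn below the background level in both diabetic replicate 3 and the Hlirag mean. Without both arrays the contraction median was -0.44 (adjusted p = 0.146), so part of the shift remained in size. A lower expression under liraglutide stays open and untested.

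Snap25, a synaptic gene outside the paper's discussion, had a log2 fold change of -3.47. Nr4a1, an immediate early gene the paper does not report, had 2.65. Of 19 circadian clock genes 7 met the study's criterion, by direction as described at the paper's terms.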

How the results depend on the processing

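Both settings that leave out 2 arrays, and values raised to the background level, were chosen after seeing the data; where a cause is not given below, the cause was not tested. With 687 genes at the study's criterion (294 higher, 393 lower), the methods' test gave 236 (147, 89), the filter on dim genes 434 (136 higher), which tests fewer genes and moves the median of all genes by -0.20, all probe sets 1242 (663 higher), and leaving out each array 226 to 2018 (107 to 1047 higher, 119 to 971 lower). The sample titles give replicate numbers without saying whether arrays of the same number share anything. The deviations of same-numbered arrays correlated at 0.316, 0.0396 and 0.151, and those of differently numbered arrays at -0.320 to 0.163. A batch or pairing by number was thus neither shown nor excluded. With the replicate block the brown adipocyte, fatty acid synthesis, ATP synthase and peroxisomal lists no longer passed, and the ventricular and fetal lists did. The count with that block was 1117 (482, 635). Without diabetic replicates 1 and 2 it was 286 (151, 135), and without Hlirag replicate 3 and diabetic replicate 2 it was 491 (193 higher). Genes at adjusted p under 0.05 numbered 0 to 29 with each array left out and 5 without Hlirag replicate 3 and diabetic replicate 2, else 0. Of the gene list tests 18 passed, 0 with an estimated correlation and 12 to 27 with each array left out, where only the preset correlation was used. Enrichment held for 18 lists, 6 to 15 with each array left out and 9 without Hlirag replicate 3 and diabetic replicate 2. The lone diabetic array, where diabetic replicates 1 and 2 are left out, is assumed to vary like the others. The array weights did not converge and gave diabetic replicate 1 a weight of 9.20 and the other arrays 0.27 to 0.93. That setting rests mostly on diabetic replicate 1 for its group.

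Directions reversed without diabetic replicates 1 and 2 for Eno3 (0.19), Myh7 (0.074, with both sides below background), Acta1 (0.030), Dbh (0.14) and the lists of PPAR and RXR receptors (0.20), skeletal muscle (-0.085, by its test) and hepatocyte markers (-0.28). They reversed in the antioxidant list with dim genes left out (-0.042, by its test), and without Hlirag replicate 3 in the lists of endoplasmic reticulum stress (-0.35 to 0.17 with each array left out), fibrosis (-0.61 to 0.36) and ribosomal proteins (-0.17 to 0.10). Of 199 named genes, 175 kept direction and side of the criterion with quantile normalization, 189 with median centring, 143 by the methods' test, 143 with array weights and 133 to 157 with each array left out; of 46 lists 41, 44, 39 and 35 to 45 did so under the same settings but the methods' test. Signal over background limits the 47.4% of genes below the olfactory receptor level.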

Differences from the paper's values

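The paper's count of differentially expressed genes is 269 by a one-way ANOVA, against 687 at the same stated thresholds by limma, a different test. The paper's network holds 271, against the same 687. Of the alternatives set before the data were examined, both counts lie within 1.5 times the paper's by the methods' test (236), without Hlirag replicate 2 (226), without Hlirag replicate 3 (350), without diabetic replicate 1 (343) and without diabetic replicate 2 (370), and not with quantile normalization, median centring, dim genes left out, an intensity trend, array quality weights, all probe sets, the mean of a gene's probe sets, the replicate block, without Hlirag replicate 1 or without diabetic replicate 3. The comparison without diabetic replicates 1 and 2 (286) was chosen after seeing the values; it drops 12 of the 20 measured genes of the paper's Table 4.

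For genes higher in Hlirag the paper gives 166, against 294; the methods' test (147), dim genes left out (136), and leaving out Hlirag replicate 3 (199), diabetic replicate 1 (165) or diabetic replicate 2 (153) come within 1.5 times, and the other 10 alternatives do not. For genes lower in Hlirag the paper gives 105, against 393; the methods' test (89) and leaving out Hlirag replicate 2 (119) or Hlirag replicate 3 (151) come within 1.5 times, and the other 12 do not. The paper's higher and lower counts add up to its network count and not to its count of all genes.

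The paper states that Dgat1 is lower and Nr1h3 higher in Hlirag and that its qPCR and arrays match. On the arrays Dgat1 had a log2 fold change of 0.50 and Nr1h3 0.08, and neither met the criterion in any setting run. The directions of Ppara (2.56), Srebf1 (1.45), Dgat2 (-1.29) and Ephx2 (-1.52) are those the paper states.

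In Table 3 of the paper, the enrichment column of the 18 biological process terms runs from 0.0193 to 14.419 with 3 values under 1, and stands in a near constant ratio to the P column (1477 to 1595, rank correlation 1), so it cannot hold a fold enrichment. The columns of the cellular component (2.199 to 24.584) and molecular function terms (2.17 to 15.081) hold no value under 1.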

Other observations

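The list tests here were set with the others, and the comparisons without 2 arrays were chosen after seeing the data. Left-out arrays and other settings were tested at the preset correlation only, which takes little account of genes that vary together. With all arrays and an estimated correlation no list passed (camera, lowest adjusted p = 0.652). Immediate early genes, which respond within minutes to stimulation, were lower in Hlirag as a group (2 higher and 6 lower of 35, 2 adjusted over the list alone, median -0.46, adjusted p = 5.55e-05, adjusted p = 0.652 with an estimated correlation), while the nuclear receptors in it went both ways (Nr4a2 1.29, Nr4a3 -1.82). Its lower genes numbered 2 without Hlirag replicate 2 or diabetic replicate 1, 3 without Hlirag replicate 3 or diabetic replicate 3 and 15 without Hlirag replicate 1, and its median was -0.81 without Hlirag replicate 1 and -0.29 without Hlirag replicate 3. Heat shock genes, the chaperones of protein folding, were lower too (4 of 17, none higher, 1 adjusted over the list alone, median -0.49, adjusted p = 7.23e-05, adjusted p = 0.652 with an estimated correlation), such as Cryab (-1.52) and Bag3 (-1.48); the lower genes numbered 1 without diabetic replicate 1 and 2 without Hlirag replicate 3, with a median of -0.27 without Hlirag replicate 3. In incretin signalling 1 was higher and 3 lower of 23 (0 adjusted over the list alone, median -0.32, adjusted p = 0.00247, adjusted p = 0.652 with an estimated correlation), with Rapgef4, a cAMP sensor, at -0.94 (-0.66 with values below the background level raised to it, as its Hlirag mean lay below) and Prkaa2, a catalytic subunit of AMP kinase, at -1.30; the lower genes numbered 1 without Hlirag replicate 3 or diabetic replicate 1 and 5 without Hlirag replicate 1, and the call ended with dim genes left out (adjusted p = 0.125).

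Glucose uptake and glycolysis had 3 lower of 27 (median -0.18, mean -0.46, adjusted p = 0.309), all muscle enzymes (Pygm -3.70, Pgam2 -3.23 or, its Hlirag mean being below the background level, -2.82 raised to it, Eno3 -3.36), and passed without diabetic replicate 3 (median -0.20, adjusted p = 0.00982). The other pathway lists were the fetal heart program (0 higher and 3 lower of 19, median -0.29, adjusted p = 0.0559), fibrosis and matrix (0 higher and 0 lower of 34, median -0.15, adjusted p = 0.239) and ribosomal proteins (1 higher and 1 lower of 202, median -0.02, adjusted p = 0.996). The fetal program passed without Hlirag replicate 1 (median -0.89, adjusted p = 0.0119), without diabetic replicate 2 (median -0.72, adjusted p = 7.50e-04) and without diabetic replicate 3 (median -0.06, adjusted p = 0.0204), had an adjusted p of 0.0261 with median centring and 0.0152 with all probe sets, and had a median of 0.09 without Hlirag replicate 3. At the preset correlation fibrosis and matrix passed without Hlirag replicate 1 (median -0.61, adjusted p = 2.34e-04), without Hlirag replicate 3 (median 0.36, adjusted p = 0.00270) and without diabetic replicate 2 (median -0.45, adjusted p = 5.69e-04), in both directions, and ribosomal proteins without Hlirag replicate 3 (median 0.10, adjusted p = 0.0441). With all arrays the fibrosis genes had an estimated correlation of 0.77 (camera, adjusted p = 0.933 with it).

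Among markers of other cell types, the lists passing besides those given at the paper's counts and pathways were hepatocytes (0 higher and 0 lower of 16, median 0.60, adjusted p = 0.00105) and T and NK cells (2 higher and 0 lower of 15, median 0.34, adjusted p = 0.00873), each with 0 genes adjusted over the list alone; with an estimated correlation the adjusted p was 0.669 and 0.652. The median level of T and NK cell markers lay below the background level on all 6 arrays and that of hepatocyte markers on diabetic replicates 1 and 2, and with values raised to that level, a setting chosen after seeing the data, the medians were 0.00 and 0.34. The hepatocyte call ended without Hlirag replicate 2 (median 0.37, adjusted p = 0.182) and without diabetic replicate 2 (median 0.26, adjusted p = 0.195), its median was 1.09 without diabetic replicate 3, and it turned to -0.28 (adjusted p = 0.0369) without diabetic replicates 1 and 2. The T and NK cell call ended without Hlirag replicate 2 (median 0.22, adjusted p = 0.147) and without diabetic replicate 2 (median 0.14, adjusted p = 0.0970), with an adjusted p of 0.152 with quantile normalization and 0.364 with array quality weights, and of 0.0623 without diabetic replicates 1 and 2 and 0.132 without Hlirag replicate 3 and diabetic replicate 2. With all arrays the lists that did not pass were atrial cardiomyocytes (0 higher and 2 lower of 12, median -0.07, adjusted p = 0.276), smooth muscle (0 higher and 1 lower of 14, median 0.02, adjusted p = 0.329), pericytes (0 higher and 0 lower of 9, median -0.04, adjusted p = 0.642), endothelium (0 higher and 1 lower of 11, median -0.16, adjusted p = 0.142), fibroblasts (0 higher and 0 lower of 15, median -0.42, adjusted p = 0.151), adipocytes (1 higher and 1 lower of 17, median 0.00, adjusted p = 0.989), macrophages (0 higher and 0 lower of 16, median -0.17, adjusted p = 0.359), B and plasma cells (1 higher and 1 lower of 9, median 0.16, adjusted p = 0.329), neutrophils and mast cells (0 higher and 0 lower of 13, median 0.07, adjusted p = 0.392), erythroid cells (1 higher and 0 lower of 8, median 0.50, adjusted p = 0.0770) and mesothelium (0 higher and 1 lower of 10, median 0.01, adjusted p = 0.837). Of these, B and plasma cell and neutrophil and mast cell markers had a median level below background on all 6 arrays. Several of them passed with 1 array left out: smooth muscle without Hlirag replicate 1 (median -0.49, adjusted p = 0.0192) and without diabetic replicate 2 (median -0.58, adjusted p = 2.25e-04), fibroblasts without Hlirag replicate 1 (median -0.79, adjusted p = 0.00596) and without diabetic replicate 2 (median -0.58, adjusted p = 6.90e-04), endothelium without Hlirag replicate 1 (median -0.41, adjusted p = 0.0458) and without diabetic replicate 2 (median -0.34, adjusted p = 0.0257), macrophages without Hlirag replicate 1 (median -0.53, adjusted p = 0.0192) and erythroid cells without Hlirag replicate 1 (median 0.66, adjusted p = 0.0321) and without diabetic replicate 1 (median 0.62, adjusted p = 0.0218). Over the comparisons that leave out 1 array, medians ran from -0.58 to 0.53 for smooth muscle, -0.79 to 0.04 for fibroblasts, -0.41 to -0.02 for endothelium, -0.53 to 0.14 for macrophages, 0.29 to 0.66 for erythroid cells, -0.52 to 0.14 for atrial cardiomyocytes, -0.22 to 0.23 for pericytes, -0.09 to 0.13 for adipocytes, -0.04 to 0.35 for B and plasma cells, -0.06 to 0.22 for neutrophils and mast cells and -0.17 to 0.30 for mesothelium. Endothelium also passed with array quality weights (adjusted p = 0.0283), and erythroid cells had an adjusted p of 0.0389 with quantile normalization and 0.0148 with dim genes left out. Without diabetic replicates 1 and 2, chosen after seeing the data, smooth muscle had -0.92 (adjusted p = 2.50e-06), fibroblasts -0.46 (adjusted p = 0.00736), mesothelium -0.37 (adjusted p = 0.00490) and fibrosis and matrix -0.38 (adjusted p = 0.00516).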
